# Cadherin adhesion complexes direct cell aggregation in the epithelial transition of Wnt-induced nephron progenitor cells

**DOI:** 10.1242/dev.202303

**Published:** 2024-09-30

**Authors:** Balint Der, Helena Bugacov, Bohdana-Myroslava Briantseva, Andrew P. McMahon

**Keywords:** Kidney, Nephron progenitor, Renal vesicle, Wnt, β-Catenin, Induction, Cadherin cell adhesion

## Abstract

In the developing mammalian kidney, nephron formation is initiated by a subset of nephron progenitor cells (NPCs). Wnt input activates a β-catenin (*Ctnnb1*)-driven, transcriptional nephrogenic program and the mesenchymal to epithelial transition (MET) of NPCs. Using an *in vitro* mouse NPC culture model, we observed that activation of the Wnt pathway results in the aggregation of induced NPCs, which is an initiating step in the MET program. Genetic removal showed aggregation was dependent on β-catenin. Modulating extracellular Ca^2+^ levels showed cell-cell contacts were Ca^2+^ dependent, suggesting a role for cadherin (Cdh)-directed cell adhesion. Molecular analysis identified *Cdh2*, *Cdh4* and *Cdh11* in NPCs, and the β-catenin directed upregulation of *Cdh3* and *Cdh4* accompanying the MET of induced NPCs. Mutational analysis of β-catenin supported a role for a Lef/Tcf-β-catenin-mediated transcriptional response in the cell aggregation process. Genetic removal of all four cadherins, and independent removal of α-catenin or of β-catenin-α-catenin interactions, abolished aggregation, but not the inductive response to Wnt pathway activation. These findings, and data in an accompanying article highlight the role of β-catenin in linking transcriptional programs to the morphogenesis of NPCs in mammalian nephrogenesis.

## INTRODUCTION

The developmental morphogenesis of complex tissues requires the coordinated action of distinct cell behaviors (Gumbiner, 1996). In the mammalian kidney, the induction of mesenchymal nephron progenitor cells (NPCs), which initiates a nephrogenic developmental program, is coupled to the establishment of an epithelial nephron precursor, the renal vesicle (RV; McMahon, 2016). The developmental routines of NPC induction and mesenchymal-to-epithelial transition (MET) continue for days (mouse) to weeks (human), in conjunction with the expansion of the starting pool of NPCs. Consequently, the formation of a species-appropriate complement of nephrons – around 14,000 nephrons in the mouse and one million in the human kidney (McMahon, 2016; Schnell et al., 2022; Short et al., 2014) – is dependent on an orchestrated set of cellular processes. Furthermore, NPC development is closely linked to parallel development of the adjacent ureteric progenitor cells (UPCs) of the collecting system (Shakya et al., 2005) and interstitial (stromal) progenitor cells (Wilson and Little, 2021).

Multiple evidence has highlighted the crucial role of canonical Wnt9b/β-catenin (*Ctnnb1*)-mediated signaling in the primary induction of NPCs (Guo et al., 2021; Park et al., 2007; Ramalingam et al., 2018). Transduction of UPC-derived Wnt9b signals by a subset of overlying NPCs results in the accumulation of β-catenin (*Ctnnb1*), which associates with Lef/Tcf DNA-binding complexes to transcriptionally activate Wnt targets (Carroll et al., 2005; Park et al., 2012). *In vivo* analysis and *in vitro* modeling of these events in primary NPC culture have identified Lef/Tcf/β-catenin-dependent regulators of the nephrogenic program and demonstrated the direct interaction of Lef/Tcf/β-catenin complexes with cis-regulatory modules that regulate target gene expression (Guo et al., 2021; Park et al., 2012). In parallel with transcriptional activation of the nephrogenic program, induced NPCs cluster and condense into pre-tubular aggregates (PTAs), which complete a MET that establishes epithelial renal vesicles, which are precursors to the functional nephrons of the mammalian kidney (Georgas et al., 2009).

The molecular mechanism governing morphological transition of mesenchymal NPCs into an epithelial nephron anlagen are unclear. β-Catenin plays a crucial role in cadherin-mediated cell-adhesion complexes (Halbleib and Nelson, 2006) and is consequently an attractive candidate for promoting the aggregation and epithelial transition of NPCs. However, constitutive elevation of β-catenin levels blocks epithelial formation *in vitro* (Park et al., 2012) and several lines of evidence suggest a non-canonical signaling role for Wnt4, a primary transcriptional target of Wnt9b/β-catenin induced NPCs in the MET (Saulnier et al., 2002; Stark et al., 1994; Tanigawa et al., 2011; Vainio et al., 1999). Furthermore, in the gastrulating vertebrate embryo (Kelly et al., 2004; Liu et al., 1999) and in metastasis of a variety of epithelial cancers (Dongre and Weinberg, 2019; Huang et al., 2022), canonical Wnt signaling is linked to an opposite cellular program: an epithelial-to-mesenchymal transition (EMT).

Various observational and genetic studies have explored the potential role of cadherin complexes in the morphogenesis of the nephron during the MET. Several cadherins have been reported within NPCs, renal vesicles and the later nephron anlagen to the S-shaped body stage, including Cdh1 (Cho et al., 1998), Cdh2 (Naiman et al., 2017), Cdh3 (Goto et al., 1998; Lefevre et al., 2017), Cdh4 (Dahl et al., 2002) and Cdh6 (K-cadherin, (Cho et al., 1998). Mutants lacking Cdh4 showed reduced nephron formation (Dahl et al., 2002). However, interpreting Cdh4 function was complicated by deficiencies within the adjacent ureteric epithelium, the source of nephron-inducing Wnt9b signal (Carroll et al., 2005). Furthermore, examination of kidneys eliminating or reducing additional cadherin members (*Cdh2^+/−^; Cdh3^−/−^; Cdh4^−/−^; Cdh6^−/−^*) failed to enhance the *Cdh4* mutant phenotype*.*

Here, we have used cell imaging, cell profiling and molecular-genetic approaches to characterize the morphological changes associated with Wnt-β-catenin mediated induction of NPCs *in vitro*. These studies, together with those in the accompanying article (Bugacov et al., 2024), demonstrate that distinct actions of β-catenin in transcriptional regulation and cell-cell adhesion coordinate gene regulatory and morphological cellular programs that direct early mammalian nephrogenesis.

## RESULTS

### Increasing Wnt/β-catenin activity in NPCs *in vitro* models NPC induction and morphogenesis *in vivo*

To examine the mechanisms of canonical Wnt pathway action on NPC programs, we used an *in vitro* model comprising highly purified naïve uninduced mouse NPCs cultured in a defined nephron progenitor expansion media (NPEM). NPEM replicates multiple signaling activities linked to the maintenance and expansion of NPCs in the mouse kidney (Brown et al., 2015). As shown in the accompanying article (Bugacov et al., 2024), NPC fate outcomes in this model are dependent on the concentration of CHIR99021 (hereafter CHIR), a small molecule antagonist of the serine-threonine kinase GSK3β (Fig. 1A,B). As, GSK3β-mediated phosphorylation of β-catenin results in β-catenin turnover by a destruction complex (Bennett et al., 2002), varying degrees of stabilization of β-catenin mirror dose-dependent, Wnt-receptor-mediated canonical Wnt signaling (Fig. 1B). Low CHIR (1.25 µM) maintained dispersed NPCs in a Six2^high^/Jag1^−^ state (Fig. 1C,D), whereas high CHIR (5 µM) induced the transcriptional activation of a nephrogenic program (for a more complete analysis, see Bugacov et al., 2024) and the aggregation of induced Six2^low^/Jag1^+^ NPCs into tightly adherent multicellular clusters (Fig. 1C,D). Aggregates showed enhanced cell membrane-associated accumulation of β-catenin in a continuous ring (Fig. 1E; arrows in Fig. 1H, quantification is Fig. 1I). Consequently, nearest cell neighbor distance decreased in high CHIR (Fig. 1F), in conjunction with induction of Jag1, which is an early and direct transcriptional response to canonical Wnt complexes (Fig. 1G; Guo et al., 2021). Although nuclear volume was unaltered in high CHIR-induced aggregates (Fig. 1J), nuclear height and cell height increased (Fig. 1K,L), and overall cell volume decreased (Fig. 1M). Thus, 24 h after the switch from low to high CHIR, NPCs morphologically transform from flattened mesenchyme to columnar multicellular aggregates, which is reflective of PTA formation *in vivo*.

**Fig. 1.**
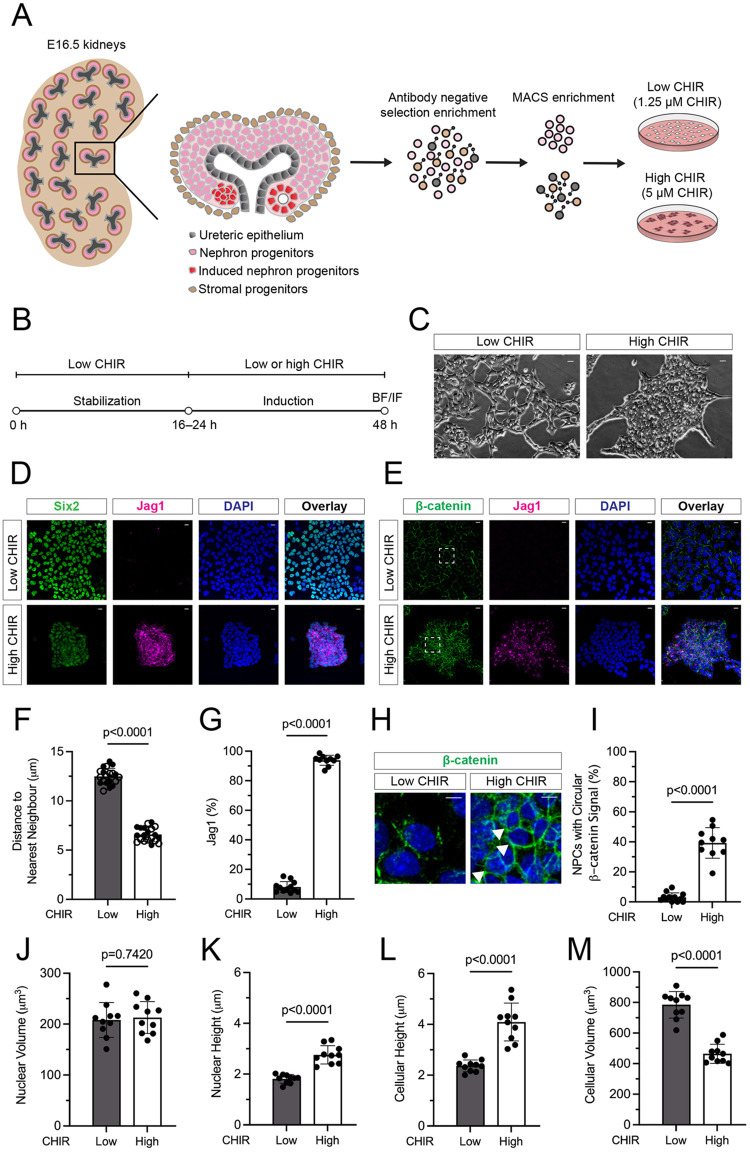
**Nephron progenitor cells undergo morphological and transcriptional changes *in vitro* as a result of increased Wnt stimulus.** (A) Schematic representation of nephron progenitor cell (NPC) isolation and culture system in nephron progenitor expansion media (NPEM) supplemented with low (1.25 μM) CHIR or high (5 μM) CHIR. (B) Schematic diagram of experimental protocol. BF, bright field; IF, immunofluorescence. (C) Phase-contrast images of dispersed NPCs in low CHIR conditions versus NPC aggregates in high CHIR conditions. Scale bars: 50 μm. (D) Immunofluorescence staining of isolated E16.5 NPCs characterizing Six2 (green), Jag1 (magenta) and nuclear DNA (DAPI, blue). Scale bars: 10 μm. (E) Immunofluorescence staining of isolated E16.5 NPCs characterizing β-catenin (green), Jag1 (magenta) and DAPI (blue). Outlined areas are shown at higher magnification in H. Scale bars: 10 μm. (F) Quantification of cell aggregation by plotting distance to nearest neighbor (unpaired *t*-test; two technical replicates plotted as differently filled circles). (G) Quantification of induction by the percentage of Jag1^+^ immunopositive NPCs (unpaired *t*-test). (H) Representative images of continuous membrane β-catenin (Ctnnb1) (green, arrowheads) in aggregated NPCs in high CHIR conditions (DAPI^+^ nuclei, blue). In low CHIR conditions, Ctnnb1 is discontinuous at the cell membrane. The areas shown at high magnification are from areas indicated in E. (I) Quantification of Ctnnb1 membrane distribution (unpaired *t*-test). (J-M) Quantification of cell morphology changes of E16.5 wild-type NPCs cultured in low CHIR and high CHIR conditions. Differences in nuclear volume (J), nuclear height (K), cellular height (L) and cellular volume (M) were all tested for significance using an unpaired *t*-test. Data are mean±s.d.

### High-resolution timelapse imaging of cell contact stabilization on induction of NPCs

To investigate the dynamics of cell aggregation, NPCs labeled with a cell membrane targeted tdTomato fluorescent protein (Muzumdar et al., 2007) were cultured in the absence of CHIR, or in low or high CHIR conditions and followed by time-lapse confocal microscopy over 6 h. Increasing CHIR levels resulted in increased clustering of NPCs: clustering was tightest and cell-cell adhesions most stable in high-CHIR conditions (Movie 1, Fig. S1A). Consequently, NPCs cultured in high CHIR showed the shortest average distance to their nearest neighbors (Fig. S1B) and experienced fewer contacts per cell over the imaging time course (Fig. S1C). Thus, NPCs are more motile and maintain shorter cell-cell contacts in both the absence of CHIR or in low CHIR, whereas high-CHIR conditions stabilized cell-cell contacts (Fig. S1D). In all conditions, NPCs send out filopodia that result in cell-cell contacts. An increased membrane surface contact in high CHIR (Fig. S1E) correlated with an increased stability of filopodia interactions between cells in high CHIR, which was evident as early as 3 h after initiation of high CHIR culture (Fig. S1F-H).

### β-Catenin activity is required for cell-cell aggregation of induced NPCs

To examine the requirement for β-catenin in cell-cell aggregation, RNA-lipofection was used to remove *Ctnnb1* function and β-catenin activity by either sgRNA/Cas9-directed gene knockout (KO) or CRE-directed critical exon excision, identifying genetically modified cells through co-activation of a mCherry reporter [Fig. 2A; for details see accompanying article by Bugacov et al. (2024)]. As expected, loss of β-catenin blocked high CHIR-mediated induction of Jag1, but also resulted in a failure in cell-cell aggregation (Fig. 2B,C-F). Exclusion of mutant cells could be observed 6-12 h after addition of high CHIR (Fig. S2A,B, live imaging in Movie 2). Addition of a bi-specific antibody (BSAB), which mediated direct activation of cell-surface Wnt-receptors (Janda et al., 2017), produced an indistinguishable outcome from high CHIR (Fig. S2B).

**Fig. 2.**
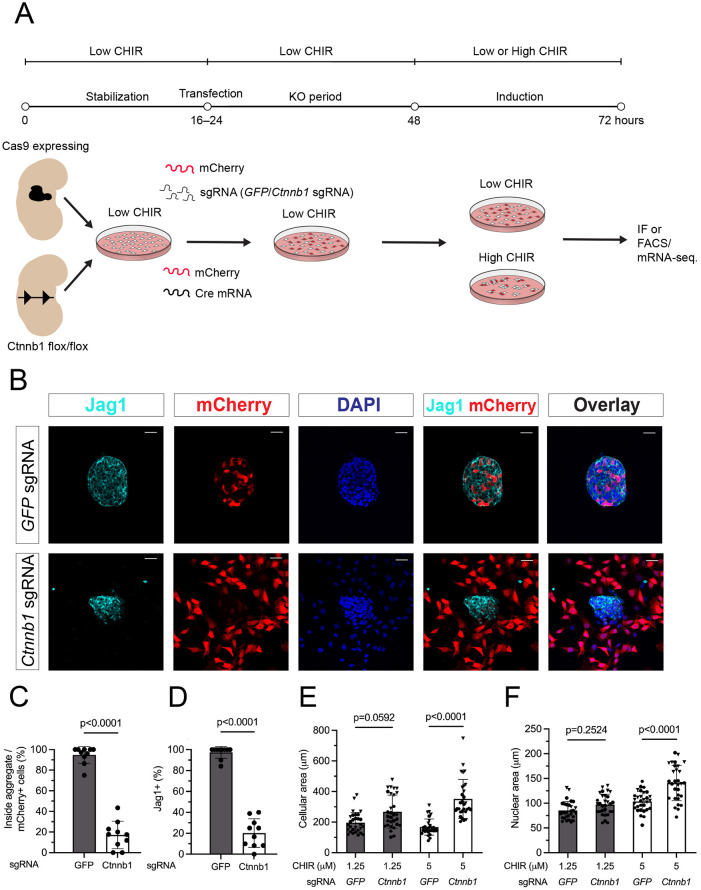
***In vitro* deletion of β-catenin results in nephron progenitor cell sorting and abolishes the CHIR-dependent induction program.** (A) Schematic of the experimental protocol in β-catenin KO experiments with a 24 h KO period and 24 h induction time for B-F. (B) Representative images of CTRL (GFP sgRNA) and β-catenin-KO (Ctnnb1 sgRNA) conditions showing loss of cell aggregation and Jag1 induction in mCherry^+^ nephron progenitor cells (NPCs) on loss of Ctnnb1 in high CHIR conditions. Scale bars: 25 μm. (C,D) Quantification of cell-sorting phenomenon by percentage of cells within aggregates (C) and induction by percentage of Jag1^+^ NPCs (D) as a result of knocking out β-catenin in NPCs. (Mann–Whitney test). (E,F) Quantification of changes in cellular morphology as a result of β-catenin KO in NPCs. Differences in cellular area were tested for significance using a ordinary one-way ANOVA; differences in nuclear area were tested for significance using a Kruskall-Wallis test. Data are mean±s.d.

To obtain a better insight into the dynamics of β-catenin-KO NPCs, we focused on control gRNA and on β-catenin gRNA-transfected β-catenin-KO NPCs at the edges of colonies at 6-12 h into high CHIR induction (Movie 3, Fig. S2C). Whereas wild-type NPCs in control transfections maintained adherence to the larger cell aggregate, β-catenin-KO NPCs did not form longer term stable contacts and moved along the edges of cell aggregates, eventually moving away from cell-cell aggregates. In summary, β-catenin activity was required for stabilizing cell-cell associations that were essential for the generation of multicellular aggregates in conjunction with transcriptional activation of canonical Wnt signaling.

### Functional analysis of α-catenin supports independent actions of β-catenin in transcriptional regulation and aggregation of NPCs

In Ca^2+^ mediated, cadherin-directed cell-cell adhesion, β-catenin interactions with membrane-bound cadherins are relayed to the cytoskeleton through *α*-catenin (Aberle et al., 1994; Maiden and Hardin, 2011). Culturing NPCs in media without Ca^2+^, in either low- or high-CHIR conditions, led to a rapid loss of cell-cell contacts within 5 min (Fig. S2D,E), which could be reversed by the addition of Ca^2+^, although over a longer time course (30 min). The results support a role for Ca^2+^-dependent cadherin-catenin complex in aggregation of NPCs, although it should be noted that Ca^2+^ removal has also been shown to influence integrin functions (Kirchhofer et al., 1991).

Next, we examined a potential role for α-catenin in the MET. *In vivo* in developing E16.5 kidney, β-catenin and α-catenin colocalize within Jag1^+^ cells in induced aggregating NPCs (Fig. S3A) identically to the *in vitro* culture system (Fig. 3A-C). To examine the function of α-catenin, we used α-catenin sgRNA and gene editing in Cas9^+^ NPCs to remove the function of the α-catenin-encoding gene *Ctnna1*, extending the KO period to 48 h for efficient removal of the α-catenin protein (∼95% removal; Fig. S3B-D). Strikingly, although α-catenin removal blocked cell aggregation in high CHIR, similar to the removal of β-catenin, α-catenin KO cells induced Jag1, which is indicative of an active canonical Wnt-directed transcriptional response (Fig. 3D-G). Thus, α-catenin separates distinct actions for β-catenin in the NPC inductive program. Replacing high CHIR with Wnt3a produced a similar inductive response (Fig. S3E) and cell distribution, indicating that the α-catenin-dependent cell aggregation was a bona fide outcome of canonical Wnt pathway activation (Fig. 3H,I).

**Fig. 3.**
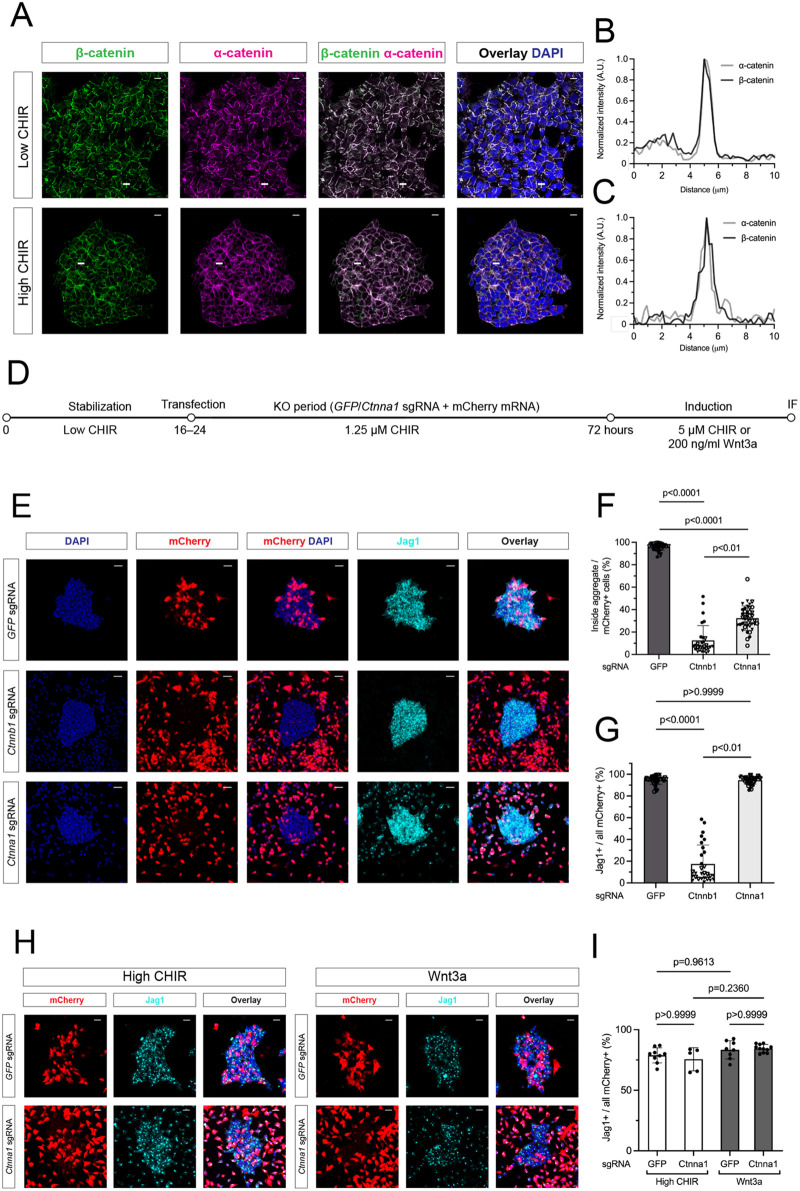
**Removal of α-catenin in nephron progenitor cells in high CHIR conditions phenocopies β-catenin KO-dependent cell sorting, but induction of Jag1 was not altered.** (A) Representative images of isolated E16.5 nephron progenitor cell (NPC) immunofluorescence co-staining of α- and β-catenin (α-catenin, magenta; β-catenin, green) in low and high CHIR conditions. Intensity values over the in-frame lines are plotted in B and C. Scale bars: 10 μm. (B,C) Normalized fluorescent intensity (normalization to baseline values) showing highly overlapping intensity values for α- and β-catenin. (D) Schematic of the experimental protocol in α-catenin KO experiments corresponding to E-I. (E) Representative images of CTRL (GFP sgRNA), β-and α-catenin-KO conditions showing cellular behavior (mCherry, DAPI) and the inductive response (Jag1) in 5 μM CHIR. Scale bars: 25 μm. (F,G) Quantification of cell-sorting (F) and the percentage of Jag1^+^ cells in aggregates (G) in high CHIR conditions analyzed using a Kruskal–Wallis test. Biological replicates are represented by different symbol shapes and technical replicates are represented by different colored symbols. (H) Representative images of CTRL (GFP sgRNA) and α-catenin-KO conditions showing altered cell aggregation but normal Jag1 (cyan) induction in α-catenin-KO transfected (mCherry) cells (DAPI, blue nuclear staining) treated with 200 ng/ml Wnt3a. Scale bars: 20 μm. (I) Quantification of inductive response in H as a percentage of transfected mCherry^+^/Jag1^+^ NPCs (Kruskall-Wallis test). Data are mean±s.d.

### Multiple cadherins mediate NPC aggregation on canonical Wnt pathway activation

Together, the findings above suggest a role for cadherin-catenin complexes in the cell-cell aggregation of induced NPCs. Previous reports examining single and multiple allelic combinations of cadherin mutants (Cdh2^+/−^, Cdh3^−/−^, Cdh4^−/−^ and Cdh6^−/−^) failed to identify a compelling role for cadherins in the MET of NPCs *in vivo* (Mah et al., 2000). To characterize expression of cadherins, we performed *in vitro* bulk mRNA-sequencing of NPCs in low and high CHIR. *Cdh2* and *Cdh11* were expressed at high levels in low CHIR, and downregulated on induction in high CHIR (Fig. 4A). In contrast, *Cdh3*, *Cdh4* and *Cdh6* were upregulated in high CHIR conditions (Fig. 4A). Immunofluorescent staining of cultured NPCs confirmed the presence of Cdh2, Cdh4 and Cdh11 at the cell membrane before induction, and the appearance of Cdh3 and downregulation of Cdh11 at the membrane occurred in response to high CHIR-mediated induction of NPCs (Fig. 4B-E). In contrast, Cdh13 was not detected and Cdh6 was mostly confined to the GM130^+^ Golgi apparatus in induced NPCs, arguing against a role for Cdh6 in cell surface accessible adhesion complexes. (Fig. S4A-C). Immuno-analysis confirmed key features of predicted cadherin distribution in the NPC lineage in the developing kidney *in vivo* (tdTomato^+^ cells in Fig. 4F-I, Fig. S4D). A view of cadherin expression in the early human nephrogenic program showed a broadly similar expression for mouse and human cadherin genes (Fig. 4J; Fig. S4E).

**Fig. 4.**
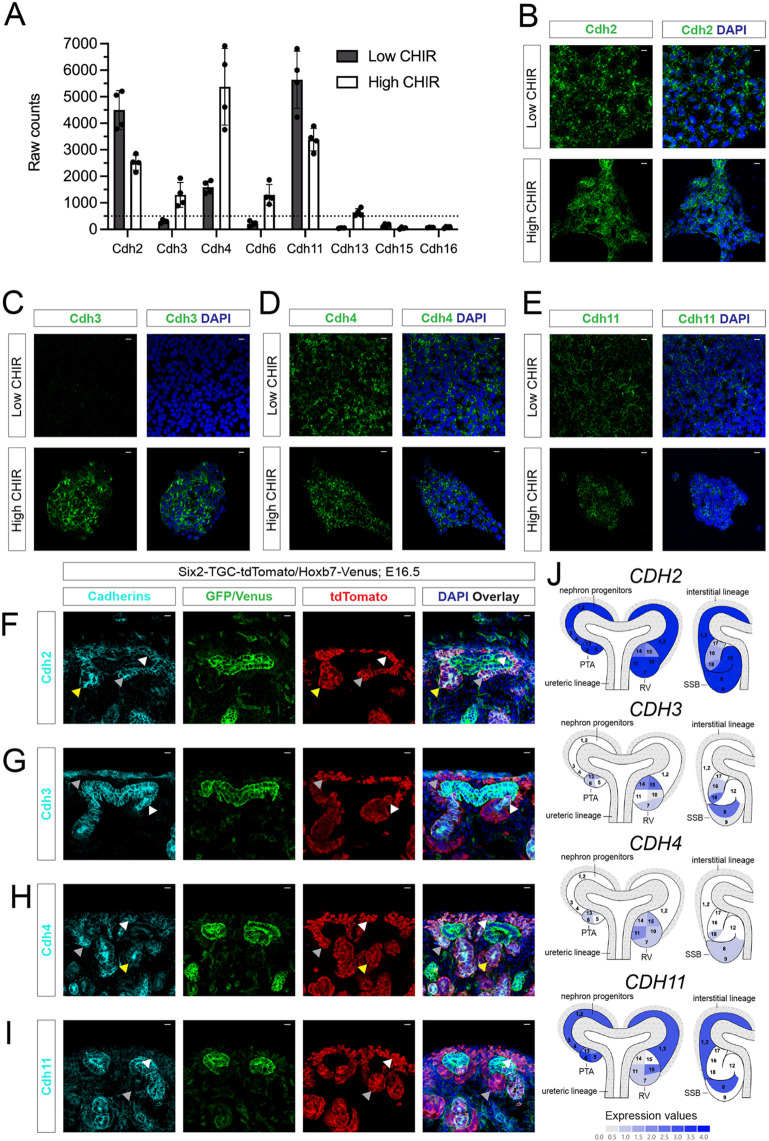
***In vitro* and *in vivo* analysis of cadherin mRNA and protein levels reveals that nephron progenitor cell culture system models the *in vivo* conditions.** (A) Raw counts of bulk RNA-seq for selected cadherin mRNAs in E16.5 nephron progenitor cells (NPCs) following 24 h of culture in low and high CHIR conditions. Data are mean±s.d. (B-E) immunofluorescence staining of isolated E16.5 NPCs showing Cdh2 (B) and Cdh4 (D) in the cell membrane in low and high CHIR conditions. High levels of Cdh3 (C) were restricted to the high CHIR condition; weak membrane Cdh11 labeling (E) was restricted to low and high CHIR conditions. Scale bars: 10 μm. (F-I) Representative images of immunofluorescence staining of E16.5 Six2-TGC-tdTomato/Hoxb7-Venus mouse kidneys highlighting indicated cadherins (cyan), tdTomato (nephron lineage, red) and GFP: nuclear GFP highlights Six2 in NPCs, while membrane GFP labels Venus reporter in the ureteric lineage. (F) Cdh2 is present in both uninduced and induced NPCs (white and gray arrowheads, respectively), and late RVs (yellow arrowheads). (G) Cdh3 is present in the distal segment of late RV, including the invading cells of the ureteric bud tip (white arrowheads), but not in the uninduced NPCs (gray arrowheads). (H) Cdh4 is present in uninduced NPCs (white arrowheads) and at higher levels in the PTA and SSB (gray and yellow arrowheads, respectively). (I) Cdh11 is present at low levels in uninduced NPCs (white arrowheads) and levels decrease in the RV (gray arrowheads). Scale bars: 10 μm. (J) Human Nephrogenesis Atlas views (https://sckidney.flatironinstitute.org/) of human CDH gene expression in early development of the human nephron lineage. PTA, pre-tubular aggregate; RV, renal vesicle; SSB, S-shaped body.

To test a potential role for the cadherins of interest, we identified effective sgRNA KOs for each cadherin, demonstrating complete removal of detectable Cdh2 and Cdh11 before high CHIR addition 48 h post-transduction, and 90-95% removal of Cdh3 and Cdh4 when assaying post-induction (Fig. 5A-J). Similar efficiencies were observed when combining gRNAs for multiple cadherin removals (Fig. S5A-C). Whereas targeting of individual cadherins did not alter the aggregation process or inductive process (Fig. S6A-E), combinatorial removal of Cdh2, Cdh4 and Cdh11 resulted in an interesting phenotype. Triple KO cells clustered at the boundary of cell aggregates in high CHIR, in contrast to control GFP gRNA KO cells or single cadherin KO cells, which dispersed randomly in the aggregate (Fig. 6A-C). Furthermore, membrane levels of Cdh3 were elevated on depletion of Cdh2, Cdh4 and Cdh11, consistent with a competitive stabilization of cadherins in the membrane (Fig. S6F,G). Strikingly, combining KO of Cdh3 with Cdh2, Cdh4 and Cdh11 (QCKO) prevented cell aggregation in high CHIR (Fig. 6A-C). Similar to α-catenin removal and distinct from β-catenin KO, QCKO cells were Jag1^+^, indicating a β-catenin-dependent transcriptional response in non-aggregated NPCs (Fig. 6A-D; these findings are summarized in Fig. 6E,F. Together, these results provide strong evidence for classic cadherin complexes in regulating the MET in the nephrogenic program.

**Fig. 5.**
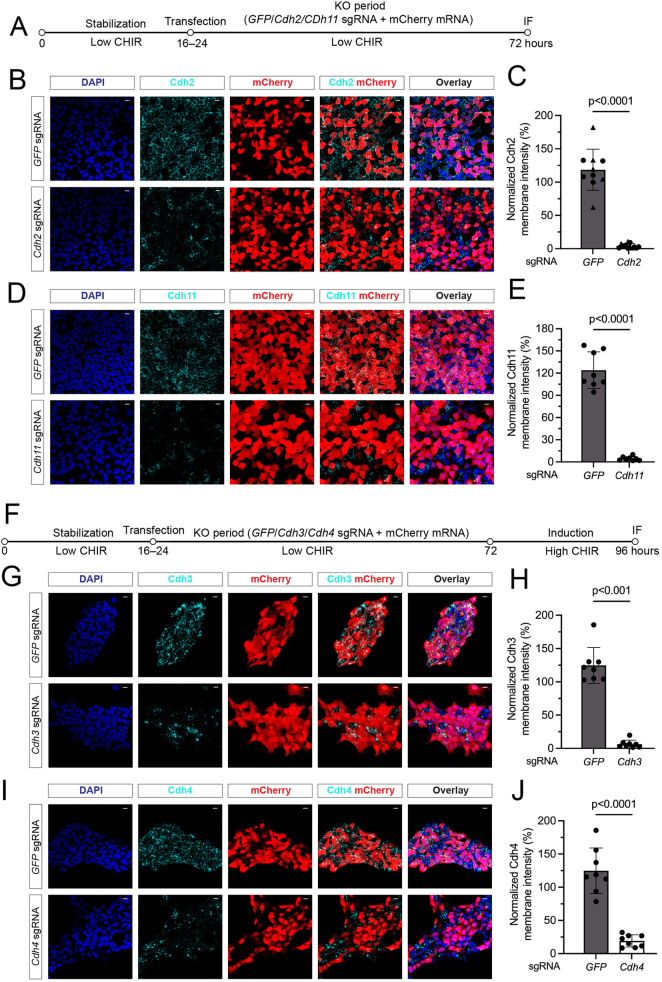
**Confirming the removal of individual cadherin proteins by the Cas9-sgRNA KO system.** (A) Schematic representation of the experimental protocol to remove Cdh2 and Cdh11 with a 48 h KO period. (B) Representative immunofluorescence images of Cdh2 removal (cyan) in mCherry transfected cells (red) with nuclear staining (DAPI, blue). Scale bars: 10 μm. (C) Quantifications of the membrane intensity of Cdh2 KO cells. Unpaired *t*-test. (D) Representative immunofluorescence images of Cdh11 removal (cyan) in mCherry transfected cells (red) with nuclear staining (DAPI, blue). Scale bars: 10 μm. (E) Quantification of the membrane intensity of Cdh11 KO cells (unpaired *t*-test). (F) Schematic representation of the experimental protocol to remove Cdh3 or Cdh4, including a 48 h KO period and a 24 h induction. (G) Representative immunofluorescence images of Cdh3 removal (cyan) in mCherry-transfected cells (red) with nuclear staining (DAPI, blue). Scale bars: 10 μm. (H) Quantification of the membrane intensity of Cdh3 KO cells (Mann–Whitney test). (I) Representative immunofluorescence images of Cdh4 removal (cyan) in mCherry transfected cells (red) with nuclear staining (DAPI, blue). Scale bars: 10 μm. (J) Quantification of the membrane intensity of Cdh4 KO cells (unpaired *t*-test). Data are mean±s.d.

**Fig. 6.**
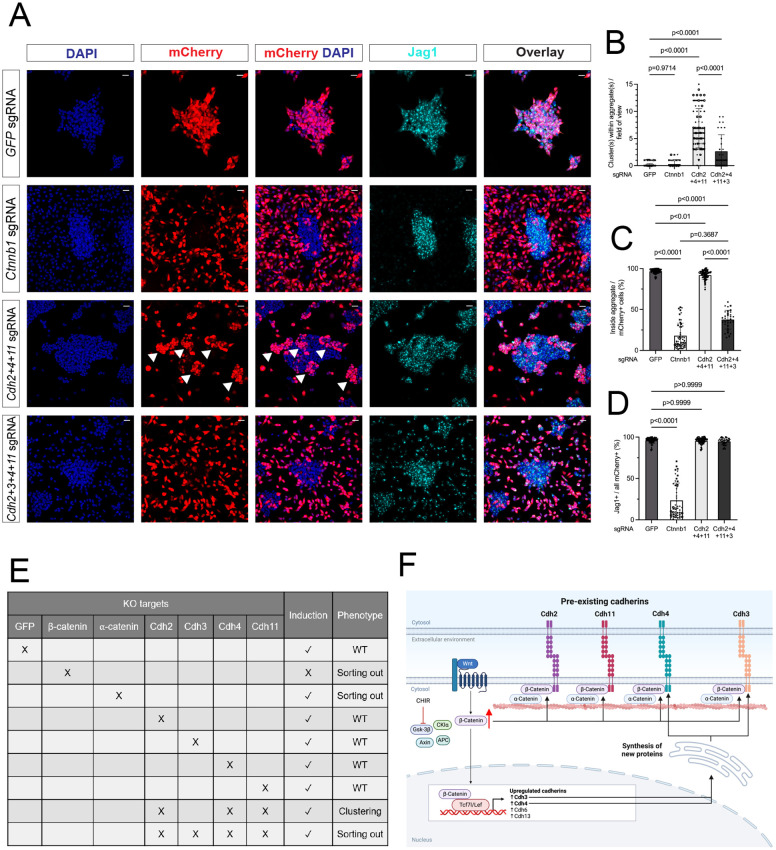
**Compound cadherin removal inhibits cell adhesion phenocopying α- and β-catenin removal; however, it maintains nephron progenitor cell transcriptional induction.** (A) Representative images of CTRL (GFP sgRNA), β-catenin-KO (positive CTRL) and pre-existing cadherin KO (Cdh2, Cdh4 and Cdh11), and QCKO (Cdh2, Cdh3, Cdh4 and Cdh11) showing cellular behavior (mCherry, DAPI) and induction (Jag1). Arrowheads highlight transfected nephron progenitor cell (NPC) clustering within aggregates. Scale bars: 25 μm. (B-D) Quantification of changes in cell adhesion [as the number of transfected cell cluster(s) within aggregates (B)], cell-sorting phenomenon [by percentage of cells within aggregates (C)] and induction rate of NPCs [by Jag1 expression in cadherin KO experiments (D)]. Data were tested for statistical significance using an ordinary one-way ANOVA (B) or a Kruskall-Wallis test (C,D) [three to six biological replicates (different symbol shapes); one or tow technical replicates (different colored of symbols)]. Data are mean±s.d. (E) Summary of the effects of single and compounded cadherin-catenin complex KOs on induction of NPCs and cellular behavior. (F) Proposed mechanism of the NPC aggregation regulated by Wnt/β-catenin via the cadherin-catenin complex. This models the initial step of nephrogenesis *in vivo*. Created with BioRender.com.

### Analysis of modified forms of β-catenin in NPC aggregation

To investigate the direct role of β-catenin in cell adhesion and to avoid potential ‘off-target’ effects of GSK-mediated inhibition by CHIR, we used RNA-lipofection to introduce structurally altered mRNAs encoding mutant forms of β-catenin into NPCs (Table S2). In the absence of CHIR, introduction of *Ctnnb1* mRNA encoding a stabilized form of β-catenin that is resistant to GSK phosphorylation-directed proteosomal degradation (β-catenin^activated^, Table S2; Fig. 7A,B) resulted in a cell-autonomous induction, upregulating Lef1 and Jag1, and downregulating Six2, and the aggregation of induced NPCs (Bugacov et al., 2024; Fig. 7B,C; Fig. S7A,B). Introduction of point mutations disrupting β-catenin interactions with Lef1 and Tcf factors (β-catenin^activated/no-Tcf^, Table S2), and consequently the β-catenin-dependent transcriptional response (Fig. 7B; Fig. S7A,B), also prevent aggregation of NPCs (Fig. 7B). Aggregation could be quantified by measuring nearest-neighbor associations relative to mCherry mRNA transduced (negative control) and mCherry/β-catenin^activated^ mRNA co-transduced (positive control) samples (Fig. 7C). These data suggest transcriptional outputs are required for the β-catenin-dependent NPC aggregation process. Transcriptional activation of Cdh3 and Cdh4, early features of the Wnt-inductive program *in vivo* and *in vitro*, was dependent on the transcriptionally active form of β-catenin (Fig. 7D). To determine whether β-catenin interactions with α-catenin are crucial for cell aggregation, as predicted from experiments above, we generated point mutations within *Ctnnb1* to block β-catenin and α-catenin interactions (β-catenin^activated/α-cat mut^, Table S2). NPCs transduced with β-catenin^activated/α-cat mut^ failed to aggregate but nevertheless the dispersed NPCs underwent induction (Fig. 7B,C; Fig. S7A,B). Thus, aggregation, but not transcriptional induction of NPCs, is dependent on β-catenin interactions with α-catenin.

**Fig. 7.**
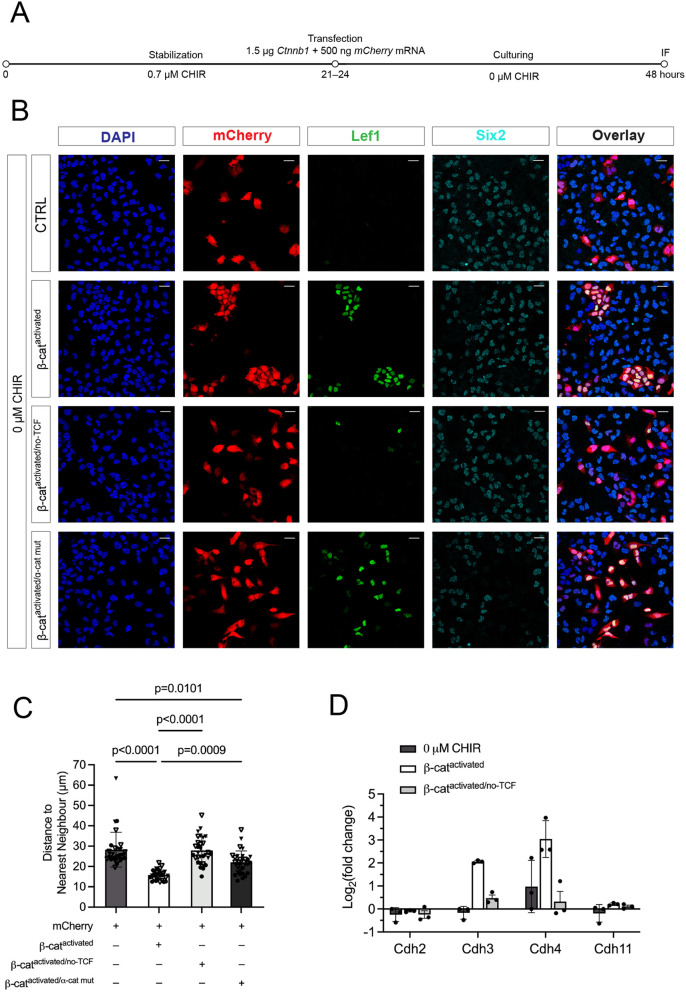
**Introduction of functionally altered β-catenin variants to nephron progenitor cells.** (A) Schematic of the experimental protocol to investigate the effects of introducing altered *Ctnnb1* mRNA to nephron progenitor cells (NPCs) and culturing them in no CHIR conditions. (B) Representative images of aggregation (mCherry, DAPI) and induction (Lef1 and Six2) of mCherry-transfected NPCs without *Ctnnb1* mRNA co-transfection (CTRL) or after the co-transfection of GSK3β-dependent degradation-resistant β-catenin (β-cat^activated^), β-catenin unable to bind Lef/Tcf factors (β-cat^activated/no-TCF^) or β-catenin mutated at the α-catenin-binding site (β-cat^activated/α-cat mut^). Scale bars: 20 μm. (C) Quantification of cell aggregation by plotting the distance to nearest neighbor of the transfected mCherry^+^ NPCs. Significance was tested using a Kruskall-Wallis test [two biological replicates (different symbol shapes), one or two technical replicates (different colored symbols)]. (D) RT-qPCR dataset showing selected Cdh genes after the co-transfection of *mCherry* mRNA with or without mutated *Ctnnb1* mRNA. Data are mean±s.d.

### Compound cadherin or α-catenin removal does not alter the transcriptional program within induced NPCs

To examine whether induction was independent of cell aggregation, we performed bulk mRNA-sequencing on two biological replicates of fluorescence activation-sorted genetically modified NPCs using the 48 h KO period followed by 24 h in high CHIR (Fig. 8A; Table S1). 

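Messenger RNA was sequenced from 20 cultures of nephron progenitor cells (NPCs), the Six2-expressing cells that give rise to nephrons. The NPCs came from mouse kidneys, expressed Cas9 and eGFP, and were given sgRNAs 48 h before a further 24 h in low (1.25 µM) or high (5 µM) CHIR. CHIR inhibits GSK3β, the kinase that marks β-catenin for degradation, so high CHIR mimics a strong Wnt signal. Cells that had taken up the mCherry reporter were sorted for the libraries. CTRL cells received sgRNAs against GFP, and QCKO cells received sgRNAs against *Cdh2*, *Cdh3*, *Cdh4* and *Cdh11* together. In each CHIR condition there were 3 CTRL, 3 β-catenin KO, 2 α-catenin KO and 2 QCKO libraries. The paper's text gives 2 biological replicates, while the sample labels and Table S1 show 3 for CTRL and β-catenin KO. A replicate number stands for a culture date shared between groups. The α-catenin KO libraries are replicates 1 and 3, and the QCKO libraries are replicates 2 and 3.

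The authors deposited read counts per gene divided by 1 size factor per library, for 31130 genes listed by Ensembl identifier. Within a library, all values are whole multiples of a smallest step, so the counted reads were recovered (100% of values came out whole in each library). In β-catenin KO low CHIR replicate 2 and α-catenin KO high CHIR replicate 3 the size factor is close to 1, so this check is less telling. Over all libraries the recovered total lay between 18124772 and 28472412 reads, with a median of 21449823. In CTRL it ranged from 19950784 to 24002950 reads in low CHIR (median 20298261) and from 20109264 to 28472412 in high CHIR (median 26523470). In β-catenin KO it ranged from 18686329 to 26790287 in low CHIR (median 21581115) and from 18846350 to 24679361 in high CHIR (median 19662318). The α-catenin KO libraries held 23738955 and 23927818 reads in low CHIR, and 18379613 and 20688637 in high CHIR. The QCKO libraries held 21318531 and 24236309 reads in low CHIR, and 18124772 and 23371121 in high CHIR.

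From there, log2(normalized count + 1) was compared between groups with limma. Genes with a mean normalized count of at least 10 were kept, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change over 0.5, as in Table S1. The text of the paper's results prints the first of these limits as 0.5, and its methods print 0.05. Comparisons without β-catenin KO used the other 14 libraries in a single fit (16516 genes), and comparisons with it used all 20 (16691 genes). Fold changes on this scale understate changes of genes with low counts. Symbols come from the authors' comparison tables, which pair 4316 of the identifiers with a symbol. In simulated counts with the group sizes of QCKO against CTRL, limma called 0 of 200 genes changed by a log2 fold of 1 and 140 of 200 changed by a log2 fold of 2, with 3 false calls at the larger change. The DESeq2 Wald test, used as an alternative, called 48 and 159 of them, with 16 and 40 false calls.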

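The targeted genes were examined first. *Ctnna1* (ENSMUSG00000037815), which encodes α-catenin, had a normalized count of 3694 ± 135 (SD, n = 2) in α-catenin KO and 9155 ± 1238 (SD, n = 3) in CTRL in low CHIR, or 40.4% of CTRL. In high CHIR it had 3593 ± 40.5 (SD, n = 2) in α-catenin KO and 7585 ± 1749 (SD, n = 3) in CTRL, or 47.4% of CTRL. In both conditions every α-catenin KO library lay below every CTRL library (exact permutation test on the difference of means, two-sided, p = 0.10 in low and p = 0.20 in high CHIR, where the smallest p that 2 libraries against 3 allow is 0.10). Among the cadherins targeted in QCKO, *Cdh11* (ENSMUSG00000031673) was at 50.0% of CTRL in low CHIR and 40.2% in high CHIR (exact permutation test, two-sided, p = 0.10 in each). *Cdh2* was at 63.5% and 77.0% of CTRL in low and high CHIR, *Cdh3* at 126.8% and 103.8%, and *Cdh4* at 95.2% and 104.8%. The differences of these 3 genes were within the replicate spread (exact permutation test, two-sided, p between 0.30 and 1.0). The limma log2 fold change of QCKO against CTRL in high CHIR changed sign for *Cdh2* without CTRL replicate 1 (0.084), for *Cdh3* without CTRL replicate 2 (−0.10) or with the culture date as a block (−0.15), and for *Cdh4* without CTRL replicate 3 (−0.00070) or without QCKO replicate 2 (−0.27). In low CHIR it changed sign for *Cdh3* without CTRL replicate 1 (−0.00030) and for *Cdh4* without QCKO replicate 2 (0.16). Counts per gene do not show whether a transcript carries an edited sequence. The authors' tables pair no identifier with *Ctnnb1*, so its level in β-catenin KO is not reported here.

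**Figure D1:**
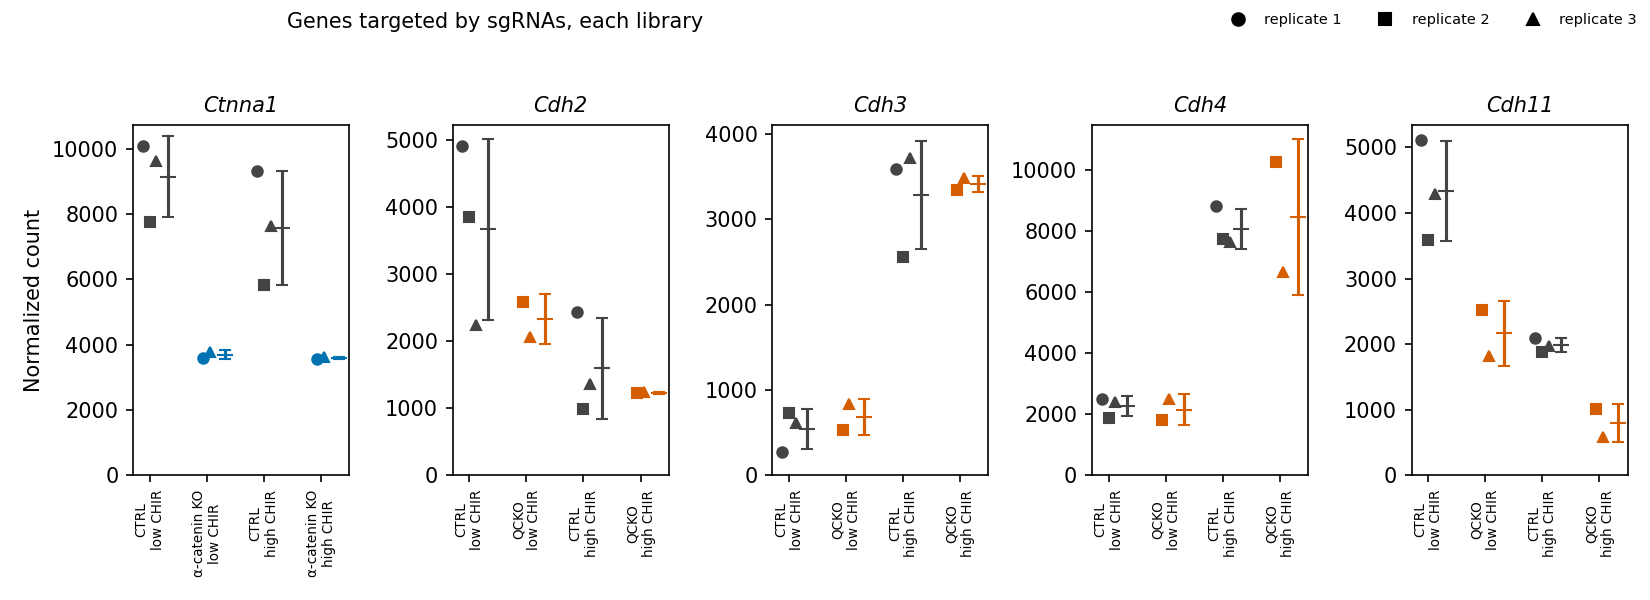
Normalized counts (vertical axes, linear from 0) of the genes targeted in α-catenin KO (*Ctnna1*) and QCKO (*Cdh2*, *Cdh3*, *Cdh4* and *Cdh11*), with a point per library shaped by replicate, and bars for the mean ± SD of each group. The α-catenin KO libraries sit between 3564 and 3790 normalized counts of *Ctnna1*, below all CTRL libraries, which sit between 5817 and 10082; *Cdh3* and *Cdh4* overlap between QCKO and CTRL.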

Principal component analysis comparing control (CTRL) samples targeting GFP with α-catenin KO, β-catenin KO and QCKO showed similar co-clustering amongst CTRL, α-catenin KO and QCKO experimental samples in each CHIR condition (Fig. 8B). 

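Distances between libraries were taken over the 500 most variable genes (Euclidean, log2 scale), and the mean distance between 2 groups was set against that within them. For α-catenin KO and CTRL the mean distance was 34.6 between and 36.6 within groups in high CHIR, and 33.9 and 40.6 in low CHIR (exact permutation test, one-sided, p = 0.70 and p = 0.90). For QCKO and CTRL it was 33.9 between and 34.9 within groups in high CHIR, and 33.1 and 38.1 in low CHIR (exact permutation test, one-sided, p = 0.80 and p = 0.90). No p under 0.10 can arise from the 10 splits of 5 libraries. Of the 14 CTRL, α-catenin KO and QCKO libraries, 14 had as their nearest library one from the same CHIR condition and not β-catenin KO, and for 13 it was a library of another knockout group. Each of these 13 shared its culture date with the nearest library. Libraries of the same knockout and CHIR condition never share a date, so the distances within groups include differences between dates. β-catenin KO lay apart from CTRL in high CHIR, with a mean distance of 75.8 between and 48.5 within groups (exact permutation test, one-sided, p = 0.10, the smallest that 3 libraries against 3 allow). In low CHIR these were 61.3 and 51.7 (p = 0.30 from the same exact test). CTRL libraries in high and low CHIR were 81.1 apart on average, and 38.6 within a condition. The difference of between from within was below 0 for α-catenin KO and QCKO, and became positive in high CHIR when a CTRL library was left out. It was 0.431 for α-catenin KO without CTRL replicate 1, and 0.844 and 1.26 for QCKO without CTRL replicate 1 and 2. After the effect of the culture date was removed, it was −0.528 in high and −2.15 in low CHIR for α-catenin KO, and −0.502 and 0.256 for QCKO.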

In line with findings in the accompanying paper (Bugacov et al., 2024), CTRL KO samples targeting GFP showed an expected inductive response with the downregulation of NPC-associated genes and upregulation of large set of genes, including well recognized Wnt targets such as *Jag1*, *Lef1*, *Wnt4* and *Lhx1* (Guo et al., 2021; Fig. 8C; Table S1). 

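In CTRL, 1760 genes were differentially expressed between high and low CHIR, 799 higher and 961 lower in high CHIR. The 7 self-renewal genes the paper names (*Six2*, *Cited1*, *Eya1*, *Osr1*, *Meox2*, *Wt1* and *Foxc2*) were all lower in high CHIR, and its 9 induction genes were all higher, both over all genes and adjusted over the list alone. The paper chose these genes with data of this kind at hand, so the second adjustment is not independent evidence. *Six2* (ENSMUSG00000024134) fell from 1375 ± 378 to 72.4 ± 10.3 normalized counts (SD, n = 3 each), a log2 fold change of −4.20 (standard error 0.26, adjusted p = 1.6e-06 from limma with Benjamini-Hochberg adjustment). *Wnt4* (ENSMUSG00000036856) rose from 61.9 ± 18.0 to 4947 ± 688 normalized counts, a log2 fold change of 6.33 (standard error 0.32, limma adjusted p = 2.9e-07). *Lef1* (ENSMUSG00000027985) went from 67.2 ± 5.07 to 1177 ± 263, a log2 fold change of 4.09 (standard error 0.21, limma adjusted p = 2.9e-07). *Jag1* (ENSMUSG00000027276) and *Lhx1* (ENSMUSG00000018698) varied more between replicates. *Jag1* had 448 ± 279 normalized counts in low and 7831 ± 5310 in high CHIR (log2 fold change 4.12, standard error 0.72, limma adjusted p = 0.0031). *Lhx1* had 81.5 ± 57.96 and 2415 ± 1651 (log2 fold change 4.91, standard error 0.88, limma adjusted p = 0.0035). Across all alternatives the log2 fold change of *Jag1* stayed between 3.45 and 4.75 and that of *Lhx1* between 4.05 and 5.72. The number of differentially expressed genes was 2986 without CTRL high CHIR replicate 1 and 1053 without CTRL low CHIR replicate 1. With only the 6 CTRL libraries in the fit it was 761.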

Comparing induced (high CHIR) CTRL KO and α-catenin KO, only *Ctnna1* was identified as a differentially expressed gene (DEG; absolute log_2_FC cut off 0.5; *P*-adj cut off 0.5; Table S1). 

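No gene passed the thresholds between α-catenin KO and CTRL in high CHIR (0 of 16516 genes, and 928 at an unadjusted p under 0.05, where 826 are expected by chance). The log2 fold change of *Ctnna1* was −1.05 (standard error 0.20, adjusted p = 0.47 from limma with Benjamini-Hochberg adjustment), with both α-catenin KO libraries below the 3 CTRL libraries. *Serpinb7*, chosen after its values were seen, had the lowest adjusted p (0.33, limma) and a log2 fold change of 3.45. At the limit of 0.5 printed in the paper's text, 5 genes passed with limma, and *Ctnna1* was one of them. The others were *Serpinb7*, *Ceacam1*, *Cpm* and ENSMUSG00000032327, all higher in α-catenin KO. A DESeq2 Wald test on the recovered reads of the 14 libraries called 4 genes at 0.05, *Ctnna1* among them (adjusted p = 0.0033 with Benjamini-Hochberg adjustment), with *Serpinb7*, *Cpm* and ENSMUSG00000032327. Over all alternatives the adjusted p of *Ctnna1* ran from 0.0033 to 0.98 and its log2 fold change from −1.23 to −0.89. The number of genes at an unadjusted p under 0.05 was 3173 without CTRL replicate 1 and 476 without CTRL replicate 2, and in both cases 0 genes passed the adjusted threshold. In the authors' deposited table of this comparison, *Ctnna1* has a log2 fold change of 1.08, positive where CTRL is higher, and an adjusted p of 0.0059. A DESeq2 fit with all 20 libraries and all genes, added after seeing the data, called *Ctnna1* alone. That fit gave the same adjusted p and size of change.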

In CTRL KO versus QCKO, the only DEG was *Rasl11a* (Table S1). Thus, cell aggregation did not alter the β-catenin-dependent transcriptional response to high CHIR, which led to the conclusion that induction of the nephrogenic program is independent of cell reorganization, in the experimental model.

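*Rasl11a* (ENSMUSG00000029641), which encodes a small GTPase of the Ras family, had 5014 ± 753 normalized counts in QCKO (SD, n = 2) and 1544 ± 482 in CTRL (SD, n = 3) in high CHIR. Both QCKO libraries (4482 and 5547) lay above the 3 CTRL libraries (1032, 1613 and 1988). Its log2 fold change was 1.74 (standard error 0.31, adjusted p = 0.55 from limma with Benjamini-Hochberg adjustment), so it did not pass the threshold, and 0 of 16516 genes did. At an unadjusted p under 0.05 there were 1444 genes in this comparison, and 2521 with the culture date as a block, where 826 are expected by chance. Genes are not independent of each other, so this excess carries no test. *Cxcl12*, chosen after its values were seen, had the lowest adjusted p (0.27, limma) and a log2 fold change of 2.22, and was the 1 gene under 0.5. A DESeq2 Wald test on the recovered reads of the 14 libraries called 7 genes at 0.05, with *Rasl11a* at an adjusted p of 0.0019. The other 6 were *Serpinb7*, *Kit*, *Cxcl12*, *Cpm* and ENSMUSG00000032327, which were higher in QCKO, and *Cdh11*, which was lower. Over all alternatives the adjusted p of *Rasl11a* ran from 0.0019 to 0.84 and its log2 fold change from 1.48 to 1.95. Without CTRL replicate 1, 2 or 3 the comparison again gave 0 genes, with 3357, 851 and 1818 at an unadjusted p under 0.05. *Rasl11a* also rose with CHIR in CTRL (log2 fold change 2.12). In α-catenin KO in high CHIR it had 3500 ± 545 normalized counts (SD, n = 2), a log2 fold change of 1.22 against CTRL (limma adjusted p = 0.70). In the authors' deposited table for QCKO, its log2 fold change is −1.70, negative where QCKO is higher, with an adjusted p of 0.0022. A DESeq2 fit with all 20 libraries and all genes, added after seeing the data, called *Rasl11a* alone. That fit gave the same adjusted p and size of change.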

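The response to CHIR was compared directly between groups. High against low CHIR gave 725 differentially expressed genes in α-catenin KO (396 higher, 329 lower) and 814 in QCKO (432 higher, 382 lower). Of the genes that responded in CTRL, 653 were also called in α-catenin KO and 711 in QCKO. Over these CTRL genes, 1742 of 1760 (99.0%) changed in the same direction in α-catenin KO and 1751 (99.5%) in QCKO. The least-squares slope of the log2 fold changes on those of CTRL was 0.917 for α-catenin KO (0.933 and 0.902 from replicates 1 and 3 alone) and 0.951 for QCKO (0.970 and 0.932 from replicates 2 and 3). Choosing genes by their response in CTRL inflates the CTRL fold changes. With genes called in QCKO the slope of α-catenin KO was 1.009, and with genes called in α-catenin KO that of QCKO was 1.04. Without CTRL high CHIR replicate 1 the slopes were 0.747 and 0.794. Genes are not independent replicates, so these slopes carry no test.

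The difference between responses was tested as an interaction term. It passed the thresholds for 0 genes in α-catenin KO (258 at an unadjusted p under 0.05) and for 0 genes in QCKO (213), and 0 genes passed for either under each alternative. Both counts at an unadjusted p under 0.05 lie below the 826 expected by chance. The simulated counts held no interaction term, so how large a difference this test could miss is not known. The absence of called genes therefore does not show that the responses are equal. Without CTRL high CHIR replicate 1, 1280 and 792 genes had an unadjusted p under 0.05. With the culture date as a block, high against low CHIR called 1186 genes in α-catenin KO and 1278 in QCKO. *Wnt4* rose in high CHIR by a log2 fold of 6.21 in α-catenin KO and 5.69 in QCKO, and *Lef1* by 4.06 and 4.33. *Six2* had 52.4 ± 15.8 normalized counts in α-catenin KO and 35.9 ± 11.4 in QCKO in high CHIR (SD, n = 2 each). CTRL had 72.4 ± 10.3 (SD, n = 3). Its lowest library (64.09) lay above the highest of α-catenin KO (63.53) and of QCKO (43.95). In the authors' deposited tables, *Six2* in QCKO against CTRL has an unadjusted p of 0.0084 and an adjusted p of 0.73 (DESeq2).

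In β-catenin KO the slope was 0.241 over 1750 genes (0.253, 0.282 and 0.188 from replicates 1, 2 and 3), and 84.2% of genes changed in the same direction. The low CHIR libraries that enter this slope differed from each other, with 30.1, 830.6 and 634 normalized counts of *Wnt4* in replicates 1, 2 and 3, against 41.1, 72.6 and 71.98 in CTRL of the same dates. The slope was 0.104 without β-catenin KO low CHIR replicate 1 and 0.370 without β-catenin KO high CHIR replicate 1. The response differed from that of CTRL for 112 genes (89 with a higher and 23 with a lower log2 fold change than in CTRL). That number was 46 without CTRL low CHIR replicate 3, 207 without β-catenin KO low CHIR replicate 1 and 400 with the culture date as a block. High against low CHIR called 3 genes within β-catenin KO. This number was larger with the culture date as a block or with DESeq2, and smaller with only the groups compared. *Six2* had 993 ± 233 normalized counts in low and 558 ± 210 in high CHIR in β-catenin KO (SD, n = 3 each). From the co-clustering of CTRL, α-catenin KO and QCKO and from the differentially expressed genes between them in high CHIR, the paper reasons that cell aggregation did not alter the β-catenin-dependent response, and concludes that induction is independent of cell reorganization in this model.

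**Figure D2:**
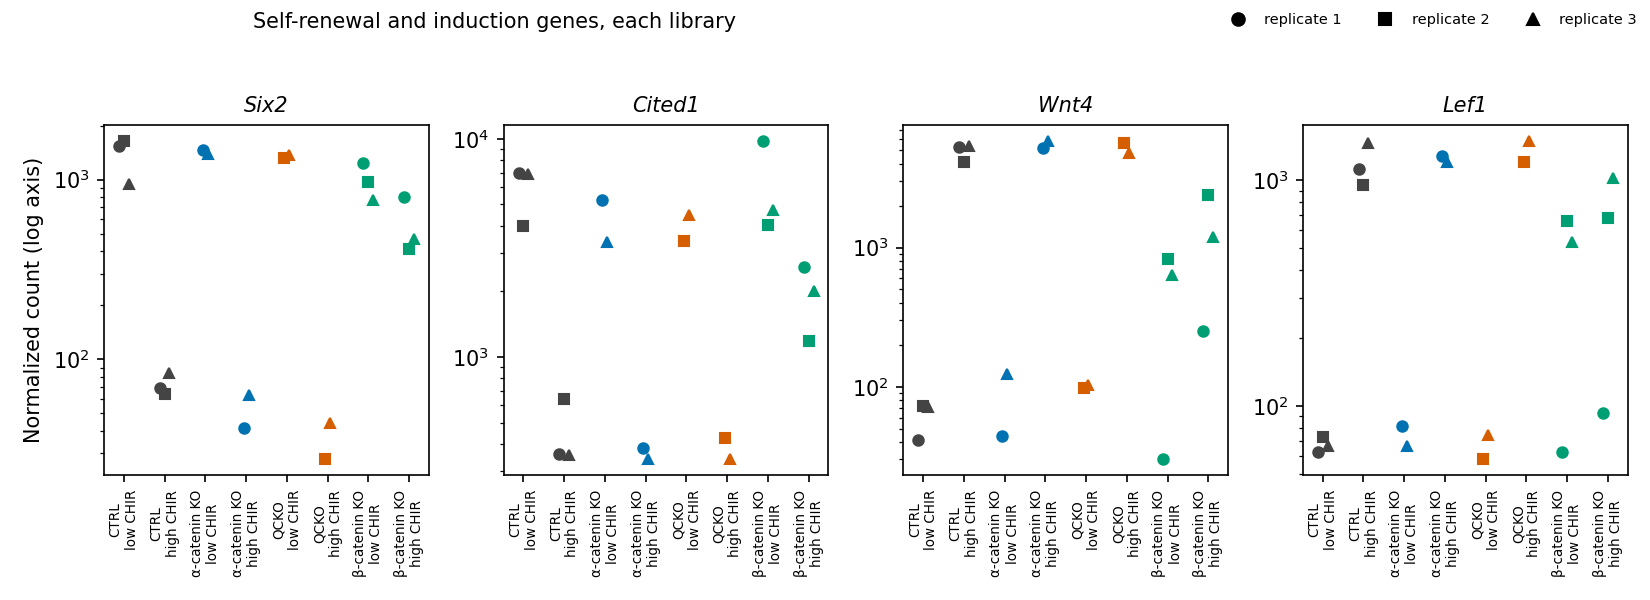
Normalized counts (log axes) of *Six2*, *Cited1*, *Wnt4* and *Lef1* with a point per library, shaped by replicate, for CTRL, α-catenin KO, QCKO and β-catenin KO in low and high CHIR. In high CHIR *Wnt4* sits between 4156 and 5849 in CTRL, α-catenin KO and QCKO and between 252 and 2387 in β-catenin KO.

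**Figure D3:**
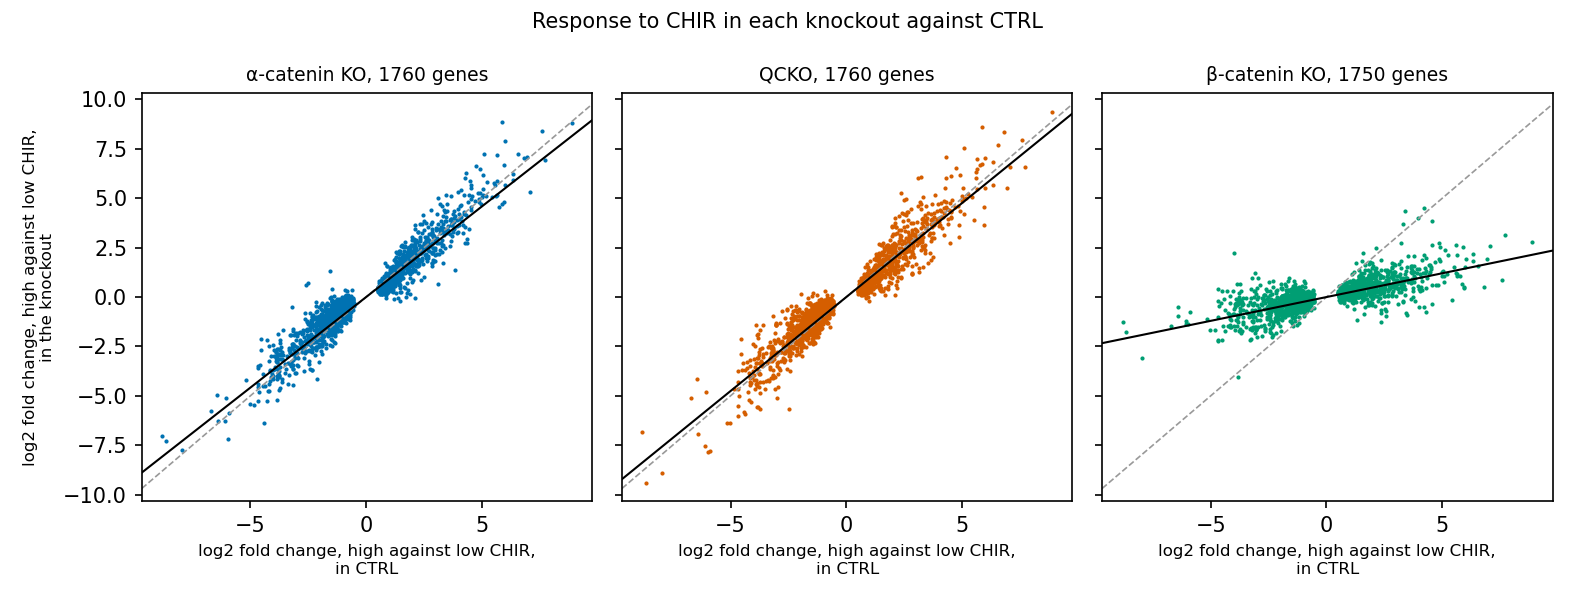
Log2 fold change of high against low CHIR in each knockout (vertical axis) against that in CTRL (horizontal axis), with a point per gene called in CTRL; the solid line is the least-squares slope through 0 and the dashed line is equality. The slope is 0.917 for α-catenin KO, 0.951 for QCKO and 0.241 for β-catenin KO.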

**Fig. 8.**
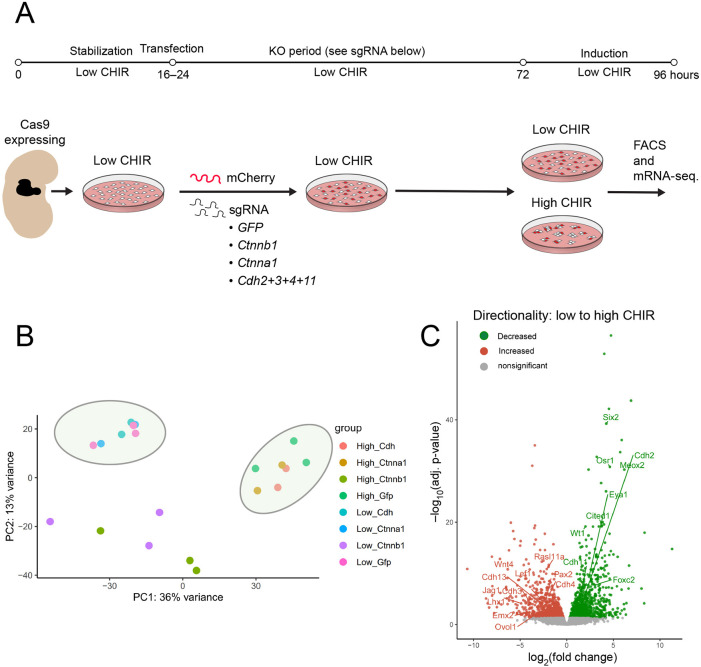
**Induction of nephron progenitor cells (NPCs) is independent of cadherin-mediated cell clustering in NPC culture.** (A) Schematic representation of workflow for transcriptional profiling of *Ctnna1* and *Ctnnb1*, and combined *Cdh2*, *Cdh3*, *Cdh4* and *Cdh11* knockout (QCKO) in NPC culture. (B) PCA plot of mRNA-seq transcriptional profiles of CTRL GFP KO (GFP sgRNA), β-catenin-KO (*Ctnnb1* sgRNA), α-catenin-KO (*Ctnna1* sgRNA) and QCKO in low and high CHIR conditions. PC1 (36%) variance relates to transcriptional induction status. (C) Volcano plot of low CHIR versus high CHIR DeSEQ2 bulk RNA-seq analysis examining control GFP gRNA samples in low and high CHIR (see Table S1). Highlighted genes include self-renewal-associated genes of interest downregulated in high CHIR conditions (green: *Six2*, *Cited1* and *Eya1*) and induction-associated genes of interest upregulated in high CHIR conditions (red: *Wnt4*, *Jag1*, *Lef1*, *Cdh3*, *Cdh4*, *Lhx1*, *Ovol1* and *Emx2*)*.*

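A principal component analysis of log2(normalized count + 1) over the 500 most variable genes of all 20 libraries placed 53.4% of the variance on PC1 and 21.3% on PC2. PC1 separated the CHIR conditions in CTRL, α-catenin KO and QCKO. CTRL libraries lay between −40.3 and −28.6 in low CHIR and between 36.3 and 42.0 in high CHIR. In high CHIR, α-catenin KO libraries lay at 37.6 and 48.3, and QCKO libraries at 46.2 and 48.3. In low CHIR the α-catenin KO libraries lay at −38.9 and −26.1 and the QCKO libraries at −32.9 and −27.5. β-catenin KO libraries ranged from −50.4 to −6.19 in low CHIR and from −30.7 to 14.7 in high CHIR, so none reached the range of the other groups in high CHIR. The share on PC1 depended most on the number of genes. It was 36.6% with the 16691 genes whose mean normalized count was at least 10, and 48.8% with the 1000 most variable genes. With values transformed by DESeq2's variance stabilization it was 58.1%.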

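Of the genes that differed between high and low CHIR in CTRL, 1299 had an absolute log2 fold change over 1. The 10 genes with the largest changes by a rule set in advance (5 in each direction, a mean normalized count of at least 100, no overlap between libraries) include some that were at the limit of detection in one condition. For a group at or under 3 reads in each library, a fold is given as a lower bound. Among the genes higher in high CHIR, *Ntsr2* was at least 181-fold and *Krt23* at least 130-fold higher. *Gm50405* rose from 3.15 ± 1.96 to 812 ± 276 normalized counts, *Smoc2* from 2.52 ± 3.49 to 342 ± 91.9 and *Psd2* from 4.66 ± 2.27 to 668 ± 171 (SD, n = 3 each). Among those lower in high CHIR, *Ntsr1* was at least 135-fold and *Nxph1* at least 59.1-fold lower. Their means in low CHIR had a wide spread, with 458 ± 302 and 201 ± 219 normalized counts (SD, n = 3 each). For *Nxph1*, low CHIR replicate 1 held 452.5 and replicates 2 and 3 held 50.9 and 99.5. That bound would be lower without replicate 1. *Ch25h* fell from 1599 ± 196 to 5.03 ± 6.84 normalized counts, *Il33* from 17071 ± 12301 to 171 ± 260 and *Fgf1* from 2193 ± 971 to 18.3 ± 3.34 (SD, n = 3 each). Of the genes labelled in Fig. 8C, *Cited1* had 5950 ± 1700 normalized counts in low and 452 ± 163 in high CHIR, a log2 fold change of −3.73, and *Eya1* 3970 ± 717 and 757 ± 358, a log2 fold change of −2.48. *Cdh3* and *Cdh4* rose by log2 folds of 2.70 and 1.84, *Ovol1* by 3.21 and *Emx2* by 4.06. The adjusted p of these 6 genes lay between 5.3e-06 for *Cited1* and 0.012 for *Emx2* (limma, Benjamini-Hochberg adjustment). The call of *Emx2* was lost without single CTRL libraries, with an adjusted p of up to 0.054 (limma). *Cdh2* and *Cdh11* had log2 fold changes of −1.23 and −1.12. The call of *Cdh2* (limma adjusted p = 0.032) was lost under 5 alternatives, with an adjusted p of up to 0.14.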

## DISCUSSION

Employing a culture system that reproduces key cellular behaviors and gene regulatory controls associated with Wnt-directed initiation of mammalian nephrogenesis, we provide multiple lines of evidence supporting a crucial role for cadherin/β-catenin/α-catenin adhesion complexes in the MET that underpins morphogenesis and patterning of the nephron (Fig. 6F). Cell-cell contacts between NPCs were Ca^2+^ sensitive and stabilized in high CHIR in a β-catenin process, requiring α-catenin and the partially redundant activities of four cadherins: Cdh2, Cdh3, Cdh4 and Cdh11. Examining cell-cell interactions in low and high CHIR suggests that uninduced and induced NPCs actively send out filopodia that make new cell contacts, which is consistent with *in vivo* observations (Combes et al., 2016; O'Brien et al., 2018). Existing cadherins likely mediate weak interactions in low CHIR, which are stabilized, leading to cell aggregation on induction in high CHIR. Cadherin switching has been observed in EMTs, including the emergence of migratory neural crest (Wheelock et al., 2008) and the progression of cholangiocarcinoma (Araki et al., 2011). The downregulation of Cdh11 has also been observed in the differentiation of osteocytes and adipocyte stem cells to more mature cell types (Alimperti and Andreadis, 2015).

Lefevre et al. (2017) catalogued cadherin expression within multiple bulk-mRNA sequencing data, highlighting *Cdh2*, *Cdh4* and *Cdh6* in the mesenchymal NPCs in the cap mesenchyme in the developing kidney, and *Cdh2*, *Cdh3*, *Cdh4*, *Cdh6*, *Cdh11* and *Cdh16* from renal vesicle to S-shape body stages. These findings are broadly consistent with data here. Furthermore, the single cell studies underscore the highly dynamic and regional interplay of different cadherins, consistent with continuing roles in the nephrogenic program beyond the initial induction and aggregation events that are the focus of this study. Zebrafish studies of spinal cord assembly highlight the important role played by cell type-specific combinatorial expression of different classes of cadherins, by creating a differential adhesion code in organizing the developing spinal cord in response to a sonic hedgehog morphogen gradient (Tsai et al., 2020). In addition to cadherin-directed cellular adhesion, the appearance of desmosomal proteins in early NPC clusters *in vivo* points to a potential role for desmosomes in adhesive cell interactions (Garrod and Fleming, 1990).

Despite some considerable efforts to identify developmental roles for cadherins in the kidney either individually or in compound mutant studies (Dahl et al., 2002), the only reported phenotypes from mutant studies is attenuated nephrogenesis in conjunction with abnormal ureteric branch organization in *Cdh4* mutants (Dahl et al., 2002). Here, disruption of the ureteric branches, the source of the primary Wnt9b signal that induces nephrogenesis, confounds a simple interpretation of Cdh4 action in the nephron-forming program (Carroll et al., 2005). Cdh6 mutants are reported to have later phenotypes with altered renal vesicle polarity and a loss of interconnection of nephrons to the ureteric epithelial network (Mah et al., 2000). Both *Cdh4* and *Cdh6* loss-of-function mutants are viable (Mah et al., 2000; Dahl et al., 2002). Antibody interference studies or kidney organ cultures with anti-Cdh6 antibodies have been reported to inhibit MET of NPCs (Cho et al., 1998). However, this finding is inconsistent with Cdh6 mutant analysis above. Furthermore, the absence of Cdh6 at the cell membrane at the aggregation stage *in vivo* (Fig. S4D) suggests that Cdh6 does not play an early role in NPC cell aggregation.

Interestingly, altering cadherin levels, by the KO of *Cdh2*, *Cdh4* and *Cdh11*, dramatically alters cell associations within cell aggregates, which suggests that differing levels or distinct forms of cadherins control adhesiveness, cell sorting and self-organization in tissue morphogenesis (Steinberg, 2007). A clustering phenotype has been described in other stem cell systems (Tse et al., 2021). Stem cell-directed human kidney organoids undergo a Wnt-induced MET and subsequent polarization of renal vesicles in response to a brief high CHIR stimulation (Glykofrydis et al., 2021; Morizane and Bonventre, 2017). Thus, the organoid model could be an additional informative system with which to address the question of how a Wnt pulse leads to complex cellular organization (Nishinakamura, 2023; Nishinakamura, 2019), and it could provide a powerful platform for studying cadherin-directed cell association, regional patterning and tissue organization. However, our study highlights the experimental challenge to mechanistic dissection of multiple overlapping cadherin domains.

Multiple lines of evidence demonstrate that disrupting cell aggregation did not alter the high CHIR and Wnt-mediated transcriptional component of the NPC inductive response. Although α-catenin forms a dynamic link between membrane-localized cadherin-catenin complexes and the actin cytoskeletal network (Shapiro and Weis, 2009; Yamada et al., 2005), a transcriptional role has been posited for α-catenin in *Xenopus* development (Sehgal et al., 1997) and in mammalian cell studies (Daugherty et al., 2014; Giannini et al., 2000). However, our findings that α-catenin-KO NPCs were transcriptionally almost identical to wild-type NPCs argues against a transcriptional role for α-catenin in NPC programs, in line with studies of α-catenin in the brain (Lien et al., 2006). Thus, although β-catenin links the MET to the inductive transcriptional response after Wnt-mediated activation of the nephrogenic program, these distinct cellular processes can be separated genetically and continue independently. 

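Between α-catenin KO and CTRL in low CHIR, limma called 0 of 16516 genes, and 109 genes had an unadjusted p under 0.05, fewer than the 826 expected by chance. *Ctnna1* had the lowest adjusted p (0.31, limma with Benjamini-Hochberg adjustment) and a log2 fold change of −1.30 (standard error 0.20). It was called with all 20 libraries in the fit (limma adjusted p = 0.043), with the culture date as a block (limma adjusted p = 0.040) and by a DESeq2 Wald test on recovered reads (adjusted p = 2.5e-05), and in each of these 3 fits it was the 1 gene called. Over all alternatives its adjusted p ran from 7.4e-06 to 1.0. Of the Wnt-responsive genes, *Axin2* had 49.1 ± 9.80 normalized counts in α-catenin KO and 57.4 ± 16.5 in CTRL in low CHIR. In high CHIR it had 452 ± 54.2 and 394 ± 38.9 (SD, n = 2 and n = 3). Among the other genes of that list with a symbol, *Lef1* and *Lgr5* overlapped between the groups in low CHIR. *Tcf7* did not, with 221.4 ± 19.05 in α-catenin KO and 160.6 ± 10.37 in CTRL. *Notum* was lower and *Sp5* higher in α-catenin KO, both near the limit of detection. In high CHIR the groups overlapped for each of these genes. *Cdh2* differed from CTRL in high CHIR by a log2 fold of 0.26, *Cdh3* by 0.46, *Cdh4* by 0.04 and *Cdh11* by −0.22 (limma adjusted p between 0.77 and 0.97). With this number of libraries the limma test called none of the genes changed by a log2 fold of 1 in simulated counts.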

A similar concentration of CHIR invoking cell aggregation in NPCs leads to Cdh2- and β-catenin-driven aggregation of mouse embryonic stem cells (Sineva and Pospelov, 2010).

Although cadherins undergo heterophilic or homophilic interactions (Takeichi, 2023), our genetic analysis suggests a high degree of functional redundancy among cadherins in the aggregation of induced NPCs. However, the situation *in vivo* may be different; this can only be resolved through compound mutant studies of the highlighted Cdh genes, specifically within NPCs in the developing kidney, which is a technical challenge. Genetic removal of α-catenin may provide an insight into the general role of cadherin complexes. The similar phenotypes resulting from multiple loss of cadherins, i.e. expression of an activated β-catenin mutant that is unable to associate with α-catenin, and α-catenin removal point to conventional cadherin complex assembly in the MET.

Interestingly, expression studies indicate that Cdh3 and Cdh4 are transcriptionally upregulated on induction by CHIR (Bugacov et al., 2024) and activated β-catenin (Fig. 7D), raising the question of whether the transcriptional program also contributes to NPC aggregation. Genetic removal shows that whereas knockdown of *Cdh2*, *Cdh4* and *Cdh11* results in NPC segregation to the outer edge of aggregates in high CHIR conditions, removal of *Cdh3* is required for complete dispersion of NPCs. *Cdh3* mRNA was present at low levels in low CHIR maintenance conditions and expression elevated markedly on high CHIR-mediated induction (Fig. 4A); indeed, Cdh3 is only detected post-induction (Fig. 4C). Together these results are consistent with a transcriptional role for *Cdh3* activation in the cell aggregation process. Further support for a transcriptional input to cell aggregation comes from the finding that the point mutations introduced into an activated form of β-catenin to abolish the β-catenin-mediated transcriptional response also removed NPC aggregating activity. However, we cannot exclude the possibility that point mutations attenuating β-catenin interactions with Lef/Tcf factors may also attenuate the interactions of β-catenin with other components of the adhesion complex. Crystal structure studies have implicated Lys 435 as a crucial amino-acid in β-catenin interactions with both Lef/Tcf factors and Cdh1, and both transcription and adhesion are blocked when the charge at this position is reversed: Lys435 to Glu435 (Graham et al., 2000; Huber and Weis, 2001; Koelman et al., 2022). Although we substituted a neutral Ala in this position and blocked the transcriptional response, the effect of an alanine substitution on adhesion is unclear. We also note that *Ctnnd2*, which encodes δ-catenin, a protein that bridges and links cadherin complexes, is also a transcriptional target of the Wnt/β-catenin pathway (Bugacov et al., 2024). Thus, the transcriptional program may reinforce cell adhesion and control subsequent morphogenesis of the epithelial nephron.

The dual role of β-catenin raises the question of whether each function is served by unique or common pools of β-catenin (van der Wal and van Amerongen, 2020). 

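A list of 12 genes that respond to Wnt signalling was fixed before the data were examined, and 6 of them (*Axin2*, *Lef1*, *Notum*, *Sp5*, *Tcf7* and *Lgr5*) have a symbol in the authors' tables. At 50.0% of its members the list falls short of the 80% set for a test of a list, so the values describe these 6 genes. Between QCKO and CTRL in high CHIR their median log2 fold change was 0.26, from −0.21 for *Sp5* to 0.91 for *Notum*. In CTRL, *Lgr5* fell with CHIR, from 389.8 ± 157.5 to 198.3 ± 18.4 normalized counts (SD, n = 3 each). Its direction thus does not read as that of a gene raised by CHIR. None passed the threshold (0 over all genes and 0 adjusted over the list alone), and none had an unadjusted p under 0.05. With the culture date as a block the median was 0.29, and again 0 passed and 0 had an unadjusted p under 0.05. The p of a rotation test over these 6 genes fell under 0.05 with the block and with a CTRL library left out. With so few members of the list that test decides nothing, so whether these genes moved together stays open. *Axin2* had 562 ± 17.6 normalized counts in QCKO (SD, n = 2), with both libraries above the 3 of CTRL, and a log2 fold change of 0.52 (standard error 0.27, adjusted p = 0.55 from limma with Benjamini-Hochberg adjustment). *Notum* had 310 ± 116 in QCKO and 180 ± 115 in CTRL, which overlapped, and *Lef1* had 1349 ± 203 in QCKO. The direction of *Sp5* and *Lgr5* (−0.05) depended on the processing. *Sp5* was at 0.19 without CTRL replicate 3 and 0.44 without QCKO replicate 2, and *Lgr5* at 0.11 with the culture date as a block. In low CHIR the median was 0.16, or −0.02 with *Sp5* and *Notum*, which were at or near the limit of detection, set to their bounds. No gene of the list passed the threshold over all genes in low CHIR, and 1 did adjusted over the list alone (*Sp5*, with no more than 3.47 normalized counts in QCKO and 0 in CTRL). With the culture date as a block, 3 of the genes had an unadjusted p under 0.05 in low CHIR, 0 passed over all genes and 2 passed over the list alone.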

Interestingly, in transcriptional profiling following removal of all four cadherins, we do not observe any significant change in the transcriptional response, despite the expected freeing of β-catenin associated with membrane cadherin partners. These observations argue against a common pool model. In contrast, the full epithelial transition of aggregated NPCs requires the downregulation of β-catenin transcriptional activity in NPC culture and in *in vivo* nephrogenesis (Park et al., 2012), and non-canonical autocrine signaling by Wnt4, which is itself a direct target of Lef/Tcf/β-catenin transcriptional complexes (Guo et al., 2021; Park et al., 2012; Tanigawa et al., 2011). The block to epithelial formation could be explained by the transcriptional requirement that limits β-catenin availability for the formation of epithelial cadherin complexes.

In *Xenopus*, overexpression of cadherins translocates β-catenin to the cell membrane, which inhibits β-catenin transcriptional activity (Fagotto et al., 1996; Heasman et al., 1994). In *Drosophila* the overexpression of full-length E-cadherin (Cdh2) or its dominant-negative truncated form result in a similar phenotype to the *wingless* (*Drosophila* Wnt-1 homologue) deficient flies (Sanson et al., 1996). Furthermore, in human cell lines, overexpression of soluble Cdh1 and Cdh2 cytoplasmic domains also inhibits transcription of a Lef1 reporter of canonical Wnt transcriptional complexes (Sadot et al., 1998). In these experiments, supra-physiological approaches with abnormally high levels of given factors add an additional complication to mechanistic interpretation. The *in vitro* NPC model, which replicates an *in vivo* event, is well suited to a focused analysis of β-catenin dynamics in cell aggregation and transcription.

Our studies provide a direct and strong link between Wnt pathway activation and the MET of NPCs. Interestingly, many studies have highlighted Wnt pathway activation regulating EMTs in normal development and cancer (Arkell et al., 2013; Ji et al., 2019; Schepers and Clevers, 2012; Xu et al., 2020). A potential explanation for these opposing roles lies in the differential targets of β-catenin-directed transcriptional programs. In our studies, high CHIR results in *de novo* expression of Cdh3, which may enhance cell-cell adhesion in the epithelial transition. Importantly, EMT is commonly associated with transcriptional upregulation of the transcriptional repressors Snail/Sna1 and Slug/Sna2, which are direct targets of canonical Wnt transcriptional complexes in these paradigms (Heuberger and Birchmeier, 2010; Wu et al., 2012; Yook et al., 2006). Snail and Slug are master regulators of transcriptional programs promoting EMT, in part through transcriptional silencing of cadherins stabilizing epithelial organization (Bolós et al., 2003; Cano et al., 2000). Thus, the morphological outcomes of canonical Wnt signaling input, i.e. MET or EMT, likely reflect distinct cell type-specific epigenetic programming of Wnt-responsive cells.

In conclusion, our findings support a dual role for β-catenin in transcriptional programming and MET of NPCs. However, we note that the role of Wnt signaling and β-catenin is complex in the full transition of aggregated NPCs to an epithelial renal vesicle – the precursor for each nephron. Epithelial formation and progressive development of the nephrogenic program *in vivo* (Park et al., 2007) and *in vitro* (Park et al., 2012) requires the downregulation of β-catenin-dependent canonical Wnt signaling. Furthermore, there is evidence that Wnt4, a prominent target of the primary Wnt9b inductive response switches Wnt signaling in aggregated cells from canonical to non-canonical signaling that is associated with the epithelial transition (Tanigawa et al., 2011). These findings have significance beyond development to Wilm's tumor, a pediatric kidney cancer, in which a marked expansion on non-epithelial blast population sharing features with early induced NPCs associates with gain-of-function mutations in β-catenin (Spreafico et al., 2021).

## MATERIALS AND METHODS

### Animals

All animal-related research was reviewed and approved by the Institutional Animal Care and Use Committees (IACUC) at the University of Southern California, and experimental work was conducted accordingly. Midday on the morning of detection of a vaginal plug was considered to be the E0.5 timepoint. Mouse embryos were recovered for NPCs isolation or histological section analysis at E16.5 stage. Wild-type NPCs were isolated from SWR/J mice. KO experiments were performed with NPCs derived from crosses of Gt(ROSA)26Sor^tm1.1(CAG-cas9*,-EGFP)Fezh^/J (Platt et al., 2014) and SWR/J mice or matings set up with B6.129-*Ctnnb1^tm2Kem^*/KnwJ (Brault et al., 2001). Six2-TGC-tdTomato/Hoxb7-Venus kidneys were generated by crossing male Tg(Six2-EGFP/cre)1Amc/J (Kobayashi et al., 2008) mice with *Rosa26^tdTomato^* [B6.Cg-*Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^*/J] females (Madisen et al., 2010). Progeny were crossed with homozygous tgHoxb7-Venus [Tg(Hoxb7-Venus*)17Cos/J] females (Chi et al., 2009). For generating Movie 3 (a KO experiment with high-resolution imaging of membrane fluorescent reporter), mice constitutively expressing the Cas9-eGFP strain (Platt et al., 2014; IMSR_JAX:026179) were crossed with mTmG fluorescent reporter mice [Muzumbar et al., 2007; *t(ROSA)26Sor^tm4(ACTB-tdTomato,-EGFP)Luo^*/J].

### NPC isolation and culture

NPEM formulation and NPC isolation protocols were based on protocols of Brown et al. (2015), with modifications by Bugacov et al. (2024). After completing NPC isolation, NPCs were plated in 24-well CELLSTAR cell culture plates (for bulk-RNA-seq and live imaging; VWR, 82050-892), in µ-Slide 8 Well (for Movie 1; Ibidi, 80827) or in treated 24-well µ-plates (for immunofluorescence staining; Ibidi, 82426). Plates were coated with Matrigel (Corning, 354277) as described by Bugacov et al. (2024).

Seeding densities were as follows: 16-24 h stabilization and induction for 24 h, 300,000 cells/well; 16-24 h stabilization, 24 h KO and induction for 24 h, 100,000-150,000 cells/well; 16-24 h stabilization and 48 h KO, 150,000 cells/well; 16-24 h stabilization, 48 h KO and induction for 24 h, 50,000-100,000 cells/well; 16-24 h stabilization and 24 h overexpression, 150,000 cells/well; timelapse in µ-Slide 8 well chip, 16-24 h stabilization and induction for 24 h, 100,000 cells/well; timelapse in 24-well plate, 16-24 h stabilization, 24 h KO and induction for 24 h, 150,000 cells/well.

For the extracellular Ca^2+^ removal experiments, the following types of cell culture media were used with supplemented low (1.25 μM), high (5 μM) or 0.7 μM CHIR concentrations: DMEM/F-12, HEPES (Thermo Fisher Scientific, 11330-032), DMEM, high glucose, no glutamine, no calcium (Thermo Fisher Scientific, 21068028).

Wnt3a was manufactured by R&D Systems (1324-WN-010/CF) and used at 200 ng/ml for 24 h induction. Bi-specific antibody (a gift from the Garcia laboratory; Janda et al., 2017) was added at the indicated concentration.

### *In vitro* mRNA synthesis and cell transfection

Cre and mCherry mRNA synthesis and NPC lipofection followed the protocol described in detail by Bugacov et al. (2024). In this set of experiments, we added 500 ng of total mRNA (per transcript type) to one well of a 24-well plate in conjunction with sgRNA(s) in the KO experiments. For Movie 3, NPCs were transfected with Cre mRNA. β-Catenin mRNA was created using pcDNA6-N-3XFLAG-Ctnnb1 plasmid (Addgene, 123586). For T120 Y142 mutagenesis, custom gene synthesis was ordered from Genewiz. The DNA template for mRNA synthesis included linearization of plasmid DNA downstream of the stop codon with restriction endonuclease XhoI (New England Biolab, R0146L). Per 24 wells, 1.5 μg of β-catenin mRNA were added along with 500 ng of mCherry mRNA. Different β-catenin point mutations are listed in Table S2.

### CRISPR mediated gene removal

For KO experiment protocols, see Bugacov et al. (2024). sgRNAs used for 48 h KO period experiments were ordered from Synthego designed by CRISPR Design Tool (except GFP and *Ctnnb1*). The top four guides were triaged based on immunofluorescent staining KO efficiency. Synthesized gRNAs were reconstituted at 100 pmol/μl in TE buffer and stored at −20°C. Total sgRNA concentration for the KO experiments was 7.5 pmol/well for a 24-well plate. For the QCKO experiments, 1.875 pmol of each gRNA was added to each well and 2.5 pmol of each gRNA for triple KO cadherin experiments (*Cdh2*, *Cdh4* and *Cdh11*). mCherry mRNA was co-transfected at a concentration of 500 ng/well. All sgRNA sequences are listed in Table S2.

### FACS sorting, mRNA isolation and RT-qPCR

For detailed protocols, see Bugacov et al. (2024). Briefly, NPCs were washed with PBS and trypsinized at 37°C. After terminating the reaction, NPCs were resuspended in AutoMACS buffer with DAPI and DRAQ5 dyes. We sorted NPCs on BD FACS Aria IIu (BD Biosciences). RNA was isolated with RNeasy Micro Kit (74004, Qiagen). We used SuperScript IV VILO Master Mix (11766050, ThermoFisher) for reverse transcription. Luna Universal qPCR Master Mix Protocol (M3003, New England Biolab) was used for qPCR on ViiA 7 Real-Time PCR System with 96-Well Block (4453534, ThermoFisher). Primer sequences are listed in Table S2.

### Bulk RNA-sequencing

Library preparation and methods for data analysis followed the procedures of Bugacov et al. (2024). To identify differentially expressed gene lists, normalized count tables were inputted to DeSEQ2 (Love et al., 2014) using a Log_2_FC cut off +1 or −1, and an adjusted *P*-value no greater than 0.05. ggplot and complex heatmap functions in R (Gu et al., 2016) were used to visualize data and the Benjamini-Hochberg correction (False Discovery Rate) was implemented with gene normalized counts greater than or equal to 10 using a hypergeometric test.

### Immunofluorescent analysis

Immunofluorescent analysis of proteins followed the procedure outlined by Bugacov et al. (2024) with modifications. NPCs were cultured on tissue culture-treated 24-well µ-plates (Ibidi, 82426), washed with pre-warmed PBS and fixed with ice-cold 4% PFA in PBS on ice for 30 min, then washed with PBS twice. For time series experiments, fixation took place at 0, 6, 12 and 24 h timepoints. For nuclear labeling, cells were incubated with 1:10,000 Hoechst 33342 (Thermo Fisher Scientific, H3570) in PBS for 10 min then in PBS alone. 24-well plates were kept away from light at 4°C before image acquisition. Primary and secondary antibodies are listed in Table S2.

### Image acquisition and quantification

Phase-contrast images were acquired by DLPlan Fluor 10×/NA 0.3 dry, Ph1 DL objective connected toa Mono Camera Nikon DS-Fi3 in Nikon ECLIPSE Ts2R inverted research microscope (Nikon Instruments). Confocal images were collected using Leica SP8-X confocal fluorescence imaging system (Leica Microsystems) with 40×/1.3 NA oil, HC PL APO CS2 or 63×/NA 1.4 oil, HC PL APO CS2 objectives in 1024×1024 pixels. Bright-field images were acquired using a Leica Thunder wide-field microscope with a 40×/NA 0.60 dry, HC PL FLUOTAR L objective. When area of interest did not fit into one scanning plane, *z*-stacks were acquired and represented as stacked images.

Timelapse recording for Movie 1 was recorded with a 40×/1.3 NA oil, HC PL APO CS2 on Leica SP8-X. Movies 2 and 3 were respectively acquired with a 10×/NA 0.45 dry, HC PL APO and a 40×/NA 0.60 dry, HC PL FLUOTAR L on a Leica Thunder widefield microscope. During timelapse image acquisition, homeostatic conditions were maintained with Ibidi stage top incubation system (Ibidi, 10720).

Images were quantified (‘surface’, ‘cell’ and ‘spots’ modules) in Imaris microscopic image analysis software (version 10.0, Oxford Instruments). Procedures applied to quantifying the removal of membrane α-catenin, Cdh2, Cdh3, Cdh4 and Cdh11 proteins have been described previously (Bugacov et al., 2024). Fluorescent intensity histograms were created for ‘surface’, ‘cell’ and ‘spots’ modules for mCherry channel to classify mCherry^+^ and mCherry^−^ NPCs based on steep intensity drop offs in the histogram. The criteria for assessing Jag1^+^ cells have been described previously (Bugacov et al., 2024). ‘Spots’ module was used for fluorescent intensity thresholding based on intensity histogram for Lef1 or Six2 channel to classify Lef1^+^/Lef1^−^ or Six2^+^/Six2^−^ cells in β-catenin transfection experiments, respectively.

‘Spots’ module was used to track the NPCs shown in Movie 1 to determine the number of mCherry^+^ cells outside the aggregates, and to measure the distance to the nearest neighbor (cells were excluded from evaluation if their nearest neighbor were more distant than mean+2s.d. at Fig. 1F). Cell tracks in Movie 1, cell-cell contact numbers and durations were manually annotated, as well as membrane and filopodia contact events (see examples in Fig. S1E). Cellular height, cellular volume, cellular size, nuclear height, nuclear volume were quantified by ‘surface’ or ‘cell’ modules.

Cells were considered to be sorted from cell aggregates if the cell body showed no membrane or filopodial contact with the Jag1^+^ NPC aggregate. Clusters within the aggregates of Cdh2+Cdh4+Cdh11 KO experiments were defined based on the following criteria: (1) at least five transfected cells were adjacent to each other; (2) a maximum of one non-transfected cell within the transfected cell cluster; (3) the cluster was entirely surrounded by non-transfected cells and/or the cluster was positioned at the boundary of an aggregate. Clusters were manually annotated and counted with the ‘spots’ module.

We applied median filter and background subtraction in Imaris for Movies 1-3, and processed by computational clearing, median filtering and thresholding in LASX. The frames of Movie 3 have been stabilized in ImageJ.

### Statistics and data plotting

We evaluated the normal distribution of datasets by D'Agostino-Pearson test. When we compared two independent groups with a normal distribution, significance levels were determined using an unpaired *t*-test. With a non-normal distribution, we used a Mann–Whitney test. Comparing more than two groups with a normal distribution, we performed a one-way ANOVA. With multiple samples and a non-normal distribution, *P*-values were calculated with a Kruskall-Wallis test. Mixed effect statistical analysis was applied for Fig. S1D and Fig. 2H datasets. Data are plotted as mean±s.d. unless otherwise specified in figure legends. Statistical tests were considered significant at *P*≤0.05. Graphs were plotted using Prism 9.4 (GraphPad by Dotmatics). The summary schematic was created with BioRender.com.

## Supplementary Material

10.1242/develop.202303_sup1 Supplementary information

Table S1. Summary table of bulk RNA-sequencing data corresponding to Fig. 8.

Table S2. Details of sgRNA manufacturers and sequences, and primary and secondary antibodies, mutated β-catenin forms.

# Supplementary material for: Cadherin adhesion complexes direct cell aggregation in the epithelial transition of Wnt-induced nephron progenitor cells
**Source:** Development. 2024 Sep 30;151(18):dev202303. doi: 10.1242/dev.202303
**Supplement:** Supplementary information

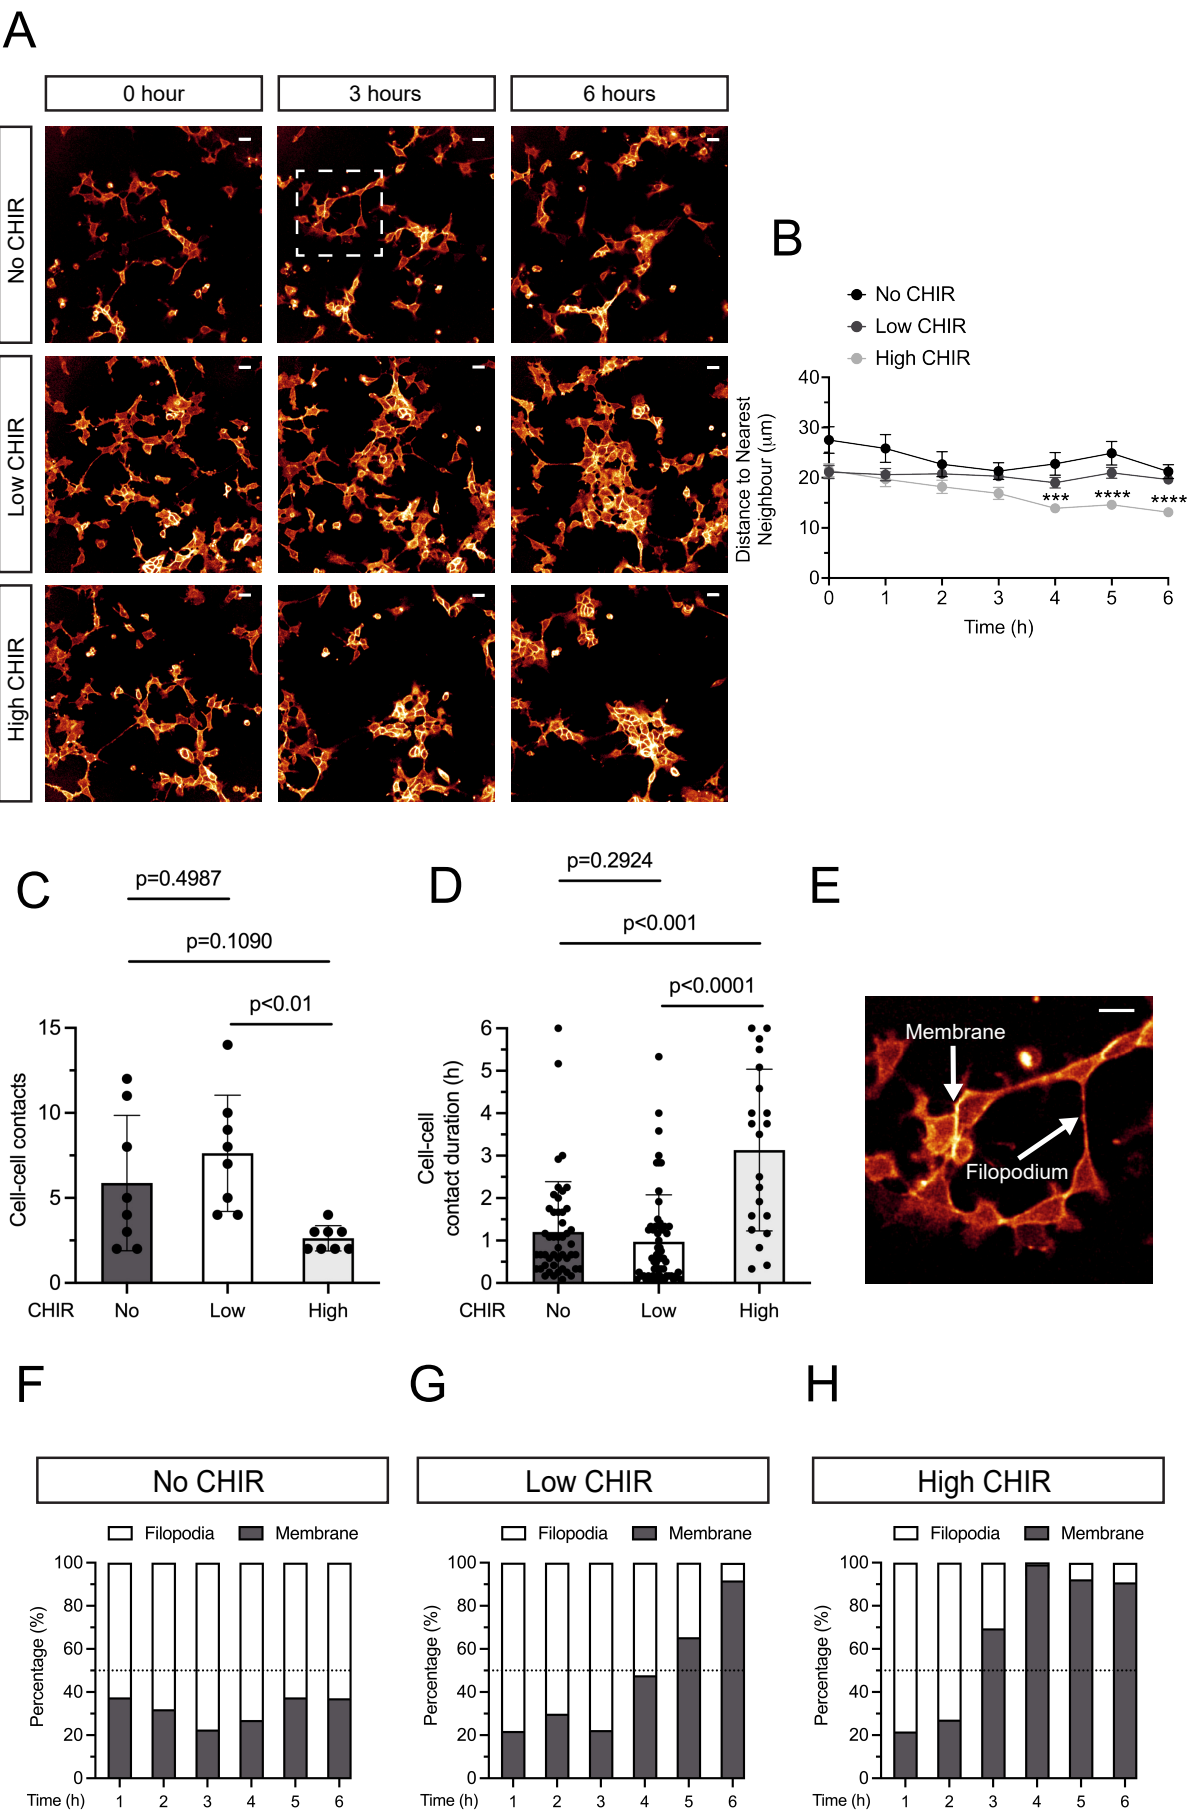

**Fig. S1. Detailed analysis of individual NPC behavior with increased Wnt stimulus**

(A) Time lapse stills of NPCs with membrane tdTomato fluorescent reporter cultured in no (0  $\mu$ M) CHIR, low (1.25  $\mu$ M) CHIR and high (5  $\mu$ M) CHIR over 6 h. Images are derived from Vid.S1. Squared area is magnified in Fig. S1E. Scalebars are 20  $\mu$ m.

(B) Quantification of distance to nearest neighbor cell over the culture period above. Statistical analysis: mixed effect analysis. Graph is plotted as mean  $\pm$  SEM. For each field of view or condition cell position was annotated manually. Average evaluated number of cells/field of view: no CHIR=49, low CHIR=93, high CHIR=84).

(C–D) Quantification of contact numbers per cell and contact duration in NPC cultures. Datapoints represent eight individual cells at starting timepoint field of view/condition (C), the intercellular contact durations of these eight cells are displayed in (D) Statistical tests were ordinary one-way ANOVA and Kruskal-Wallis test, respectively.

(E) Representative images of the types of cell-cell contacts: filopodium or membrane-membrane contacts.

(F–H) Quantification of filopodia and membrane-membrane contact ratio over 6 h in no CHIR, low CHIR and high CHIR conditions. The dotted grid line labels 50%.

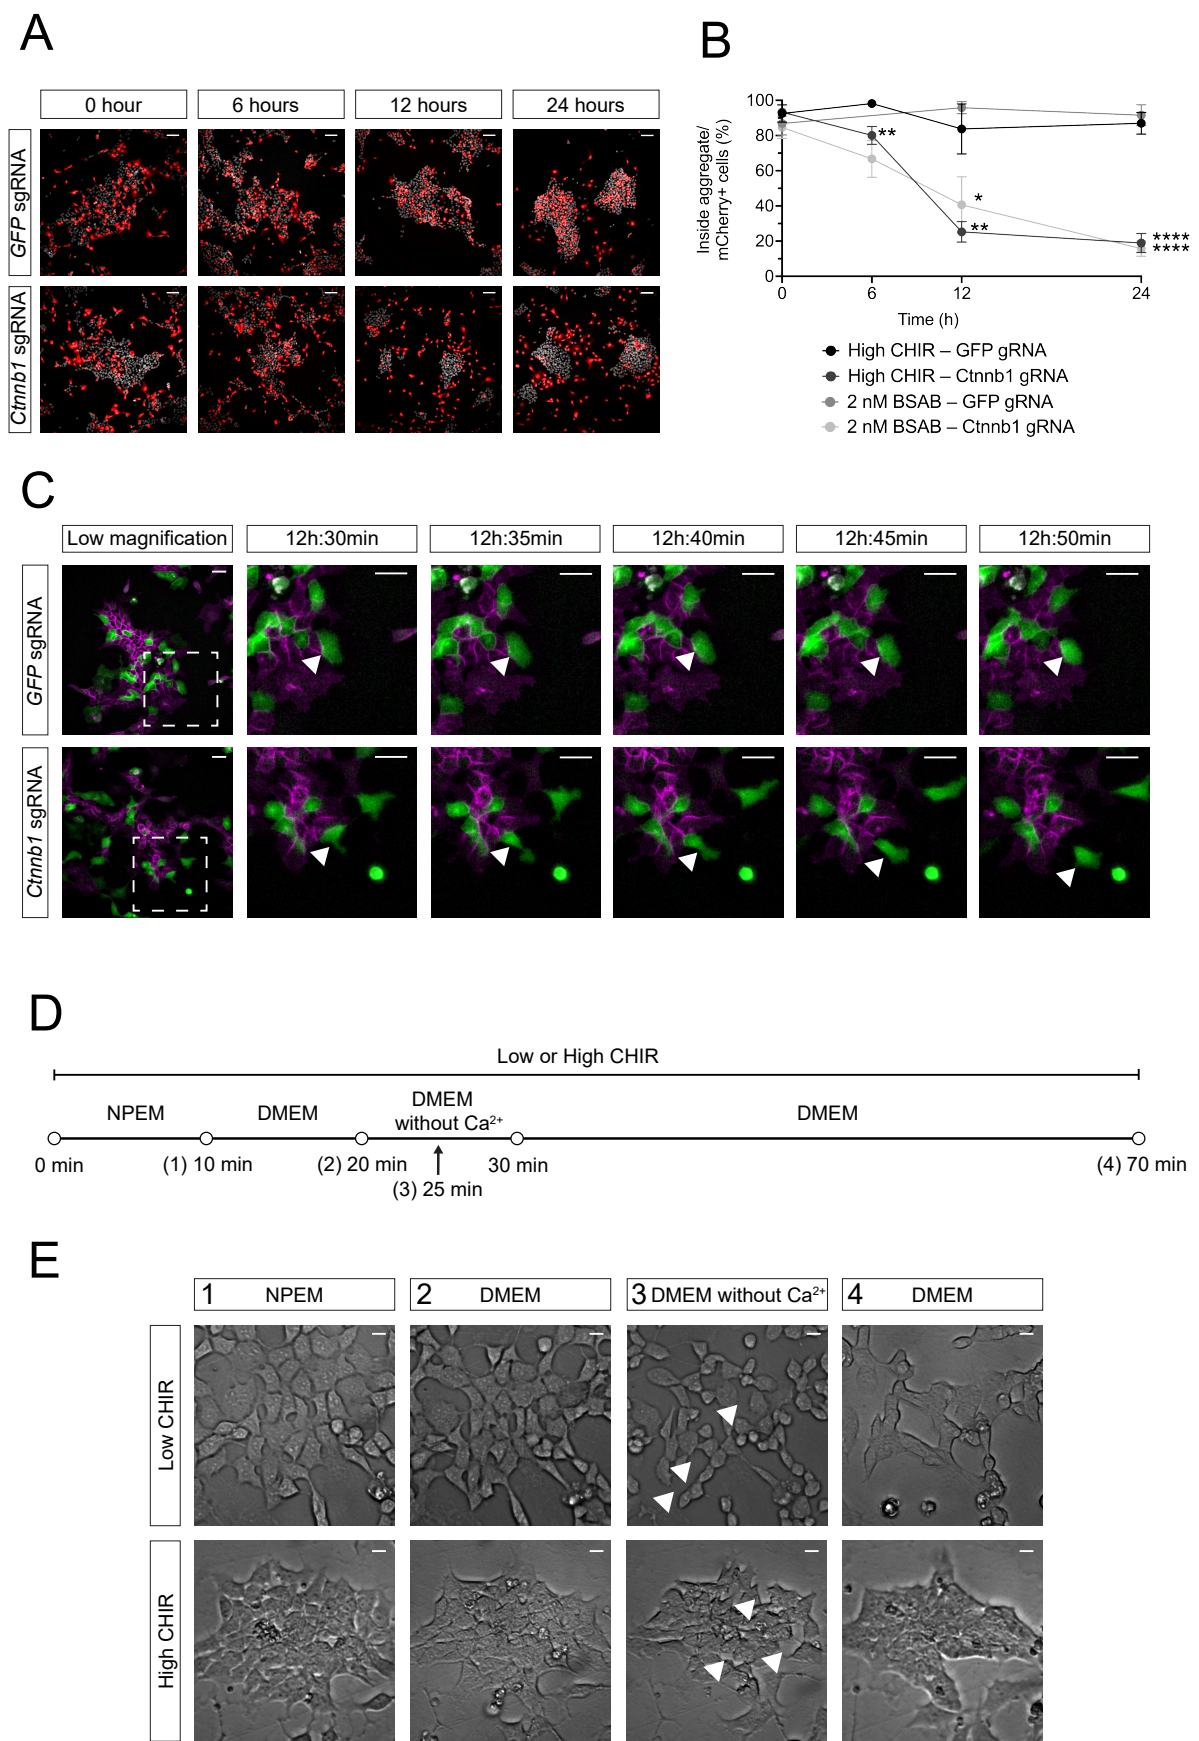

**Fig. S2. Detailed analysis of cell sorting following  $\beta$ -catenin KO and Response of NPCs to  $\text{Ca}^{2+}$  removal**

(A) Representative images of time series experiment of CTRL (GFP sgRNA) and  $\beta$ -catenin-KO (Ctnnb1 sgRNA) conditions when NPCs were fixed and IF stained at 0, 6, 12 and 24 h after the initiation of induction. Scale bars are 50  $\mu\text{m}$ .

(B) Quantification of time series experiment by % of cells within aggregates.  $n=5-10$  field of views/well, 1–2 biological replicates, 1–2 technical replicates, mixed effect statistical analysis.

(C) Still images showing individual cell behaviour during aggregation and sorting from timelapse Vid. S3. NPCs isolated from mTmG x Cas9-eGFP mice are co-transfected with Cre mRNA and sgRNA targeting GFP (CTRL) and  $\beta$ -catenin (Ctnnb1). Scale bars are 10  $\mu\text{m}$ .

(D) Schematic representation of the experimental protocol to examine the role of extracellular  $\text{Ca}^{2+}$  in NPC culture.

(E) Representative images of E16.5 NPCs cultured in NPEM (CTRL), DMEM (negative CTRL), DMEM without  $\text{Ca}^{2+}$  (experimental) and the re-addition of DMEM in low and high CHIR conditions. The loss of cell-cell contacts are labelled with white arrowheads. Scale bars are 10  $\mu\text{m}$ .

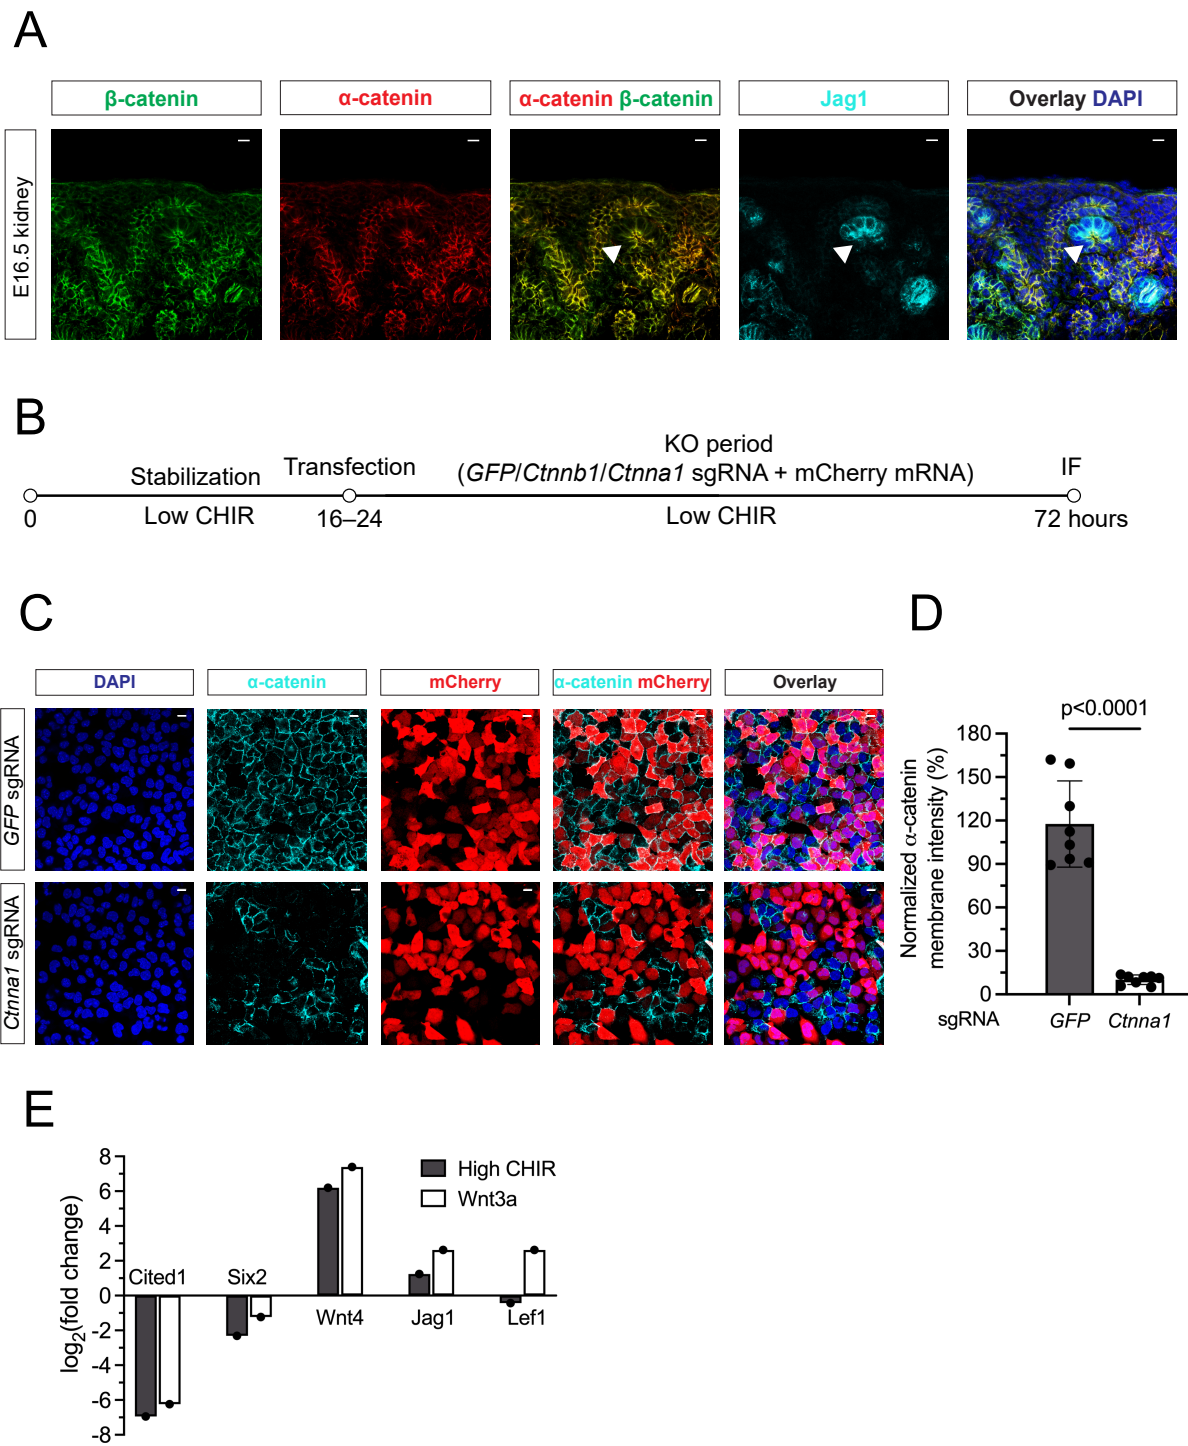

**Fig. S3. *In vivo* characterization of  $\alpha$ -catenin and *in vitro* validation of sgRNA-Cas9 system for CTRL and  $\alpha$ -catenin-KO condition**

- (A) Representative images of IF co-staining of  $\alpha$ - and  $\beta$ -catenin ( $\alpha$ -catenin: green,  $\beta$ -catenin: red) and the induction marker Jag1 (cyan) in wild-type E16.5 kidney. Arrows mark RV with apical accumulation of catenins and strong distal expression of Jag1. Scale bars are 10  $\mu$ m.
- (B) Schematic representation of the experimental protocol to validate removal of  $\alpha$ -catenin.
- (C) Representative IF images of  $\alpha$ -catenin removal (cyan) in mCherry transfected cells (red) with nuclear staining DAPI (blue). Scale bars are 10  $\mu$ m.
- (D) Quantifications of the membrane intensity of  $\alpha$ -catenin KO cells. Unpaired *t* test.
- (E) RT-qPCR dataset showing comparable upregulation of induction genes and the downregulation of self-renewal gene network after 24 h of incubation with high CHIR and Wnt3a (200 ng/ml).

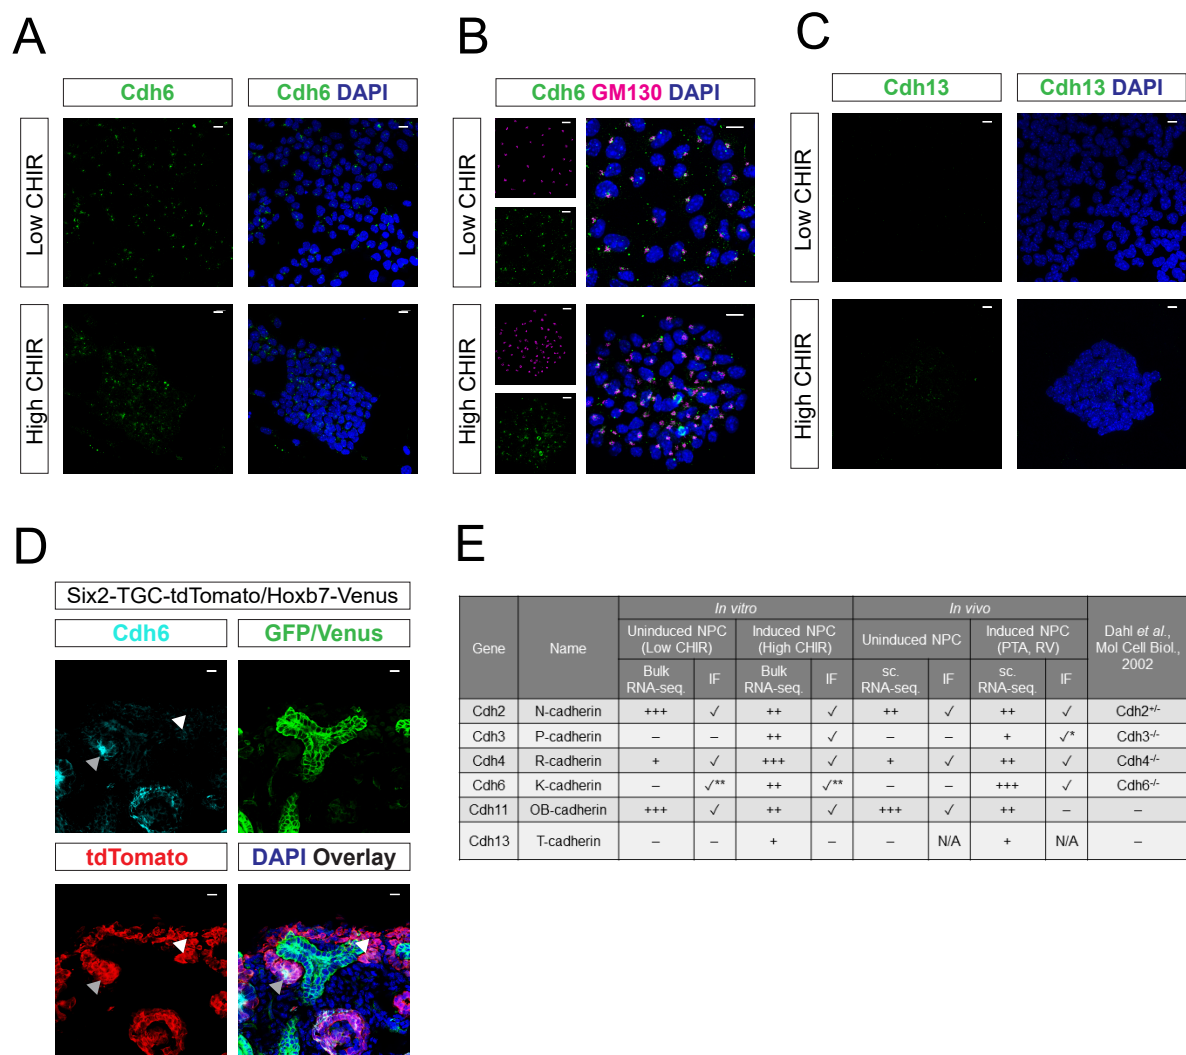

**Fig. S4. In vitro and in vivo analysis of mRNA and protein levels for additional cadherins**

(A) IF staining of Cdh6 (green) in isolated E16.5 NPCs shows a punctate pattern of protein localization in low and high CHIR conditions.

(B) Co-labeling of Cdh6 and GM130 Golgi-marker (Cdh6: green, GM130: magenta) in NPCs from E16.5 kidneys cultured in low and high CHIR conditions. Scale bars are 10  $\mu$ m.

(C) IF staining of Cdh13 (green) in isolated E16.5 NPCs shows weak, sporadic membrane localization restricted to high CHIR conditions.

(D) Representative images of IF staining of E16.5 Six2-TGC-tdTomato/Hoxb7-Venus mouse kidneys highlighting indicated cadherins (cyan), tdTomato (nephron lineage, red) and GFP: nuclear GFP highlights Six2 in NPCs while membrane GFP labels Venus reporter in the ureteric lineage. Cdh6 is not detected in uninduced NPCs but Cdh6 is present in the late RV (white and gray arrowheads).

(E) Table summarizing *in vitro* and *in vivo* cadherin expression and protein levels in E16.5 mouse NPC culture and the E16.5 mouse kidney. (–) no expression/presence of mRNA/protein. + to ++: low to high expression/levels of mRNA or protein. ✓\*: protein is present in distal RV. ✓\*\*: protein is presented in Golgi-apparatus. RV: renal vesicle, PTA: pre-tubular aggregate

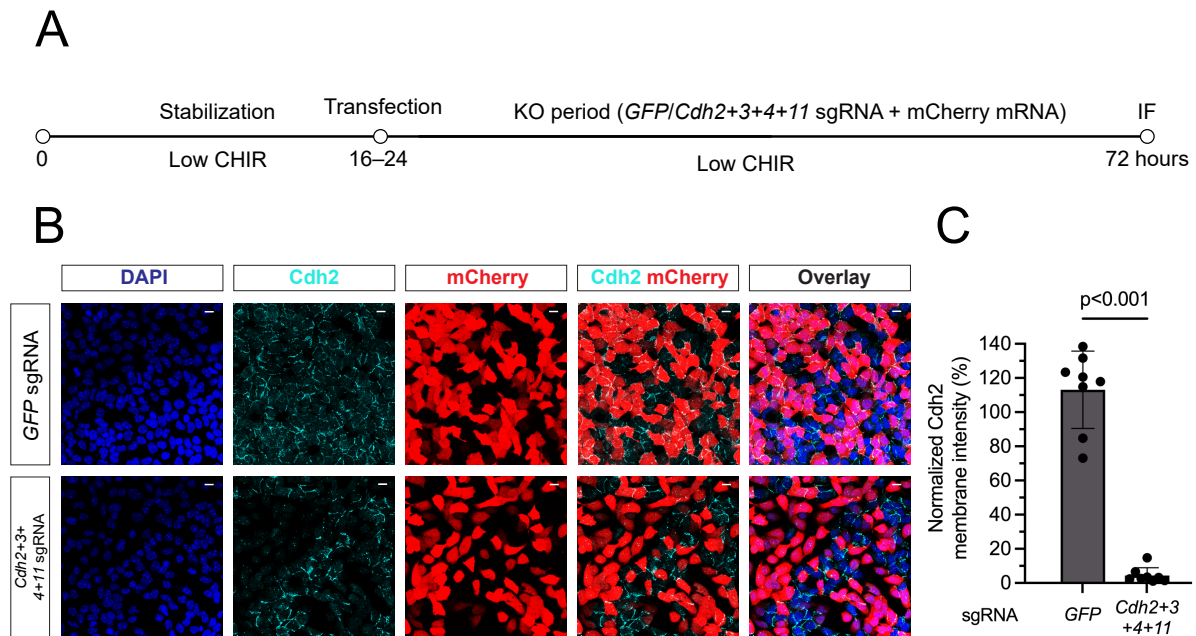

**Fig. S5. Confirming the removal of *Cdh2* protein removal in QCKO by the Cas9-sgRNA system**

(A) Schematic representation of the experimental protocol to remove *Cdh2+3+4+11* including 48 h KO period.

(B) Representative IF images of *Cdh2* removal (cyan) in mCherry transfected cells (red) with nuclear staining DAPI (blue). Scale bars are 10  $\mu$ m.

(C) Quantifications of the membrane intensity of *Cdh2* in QCKO cells. Mann-Whitney test.

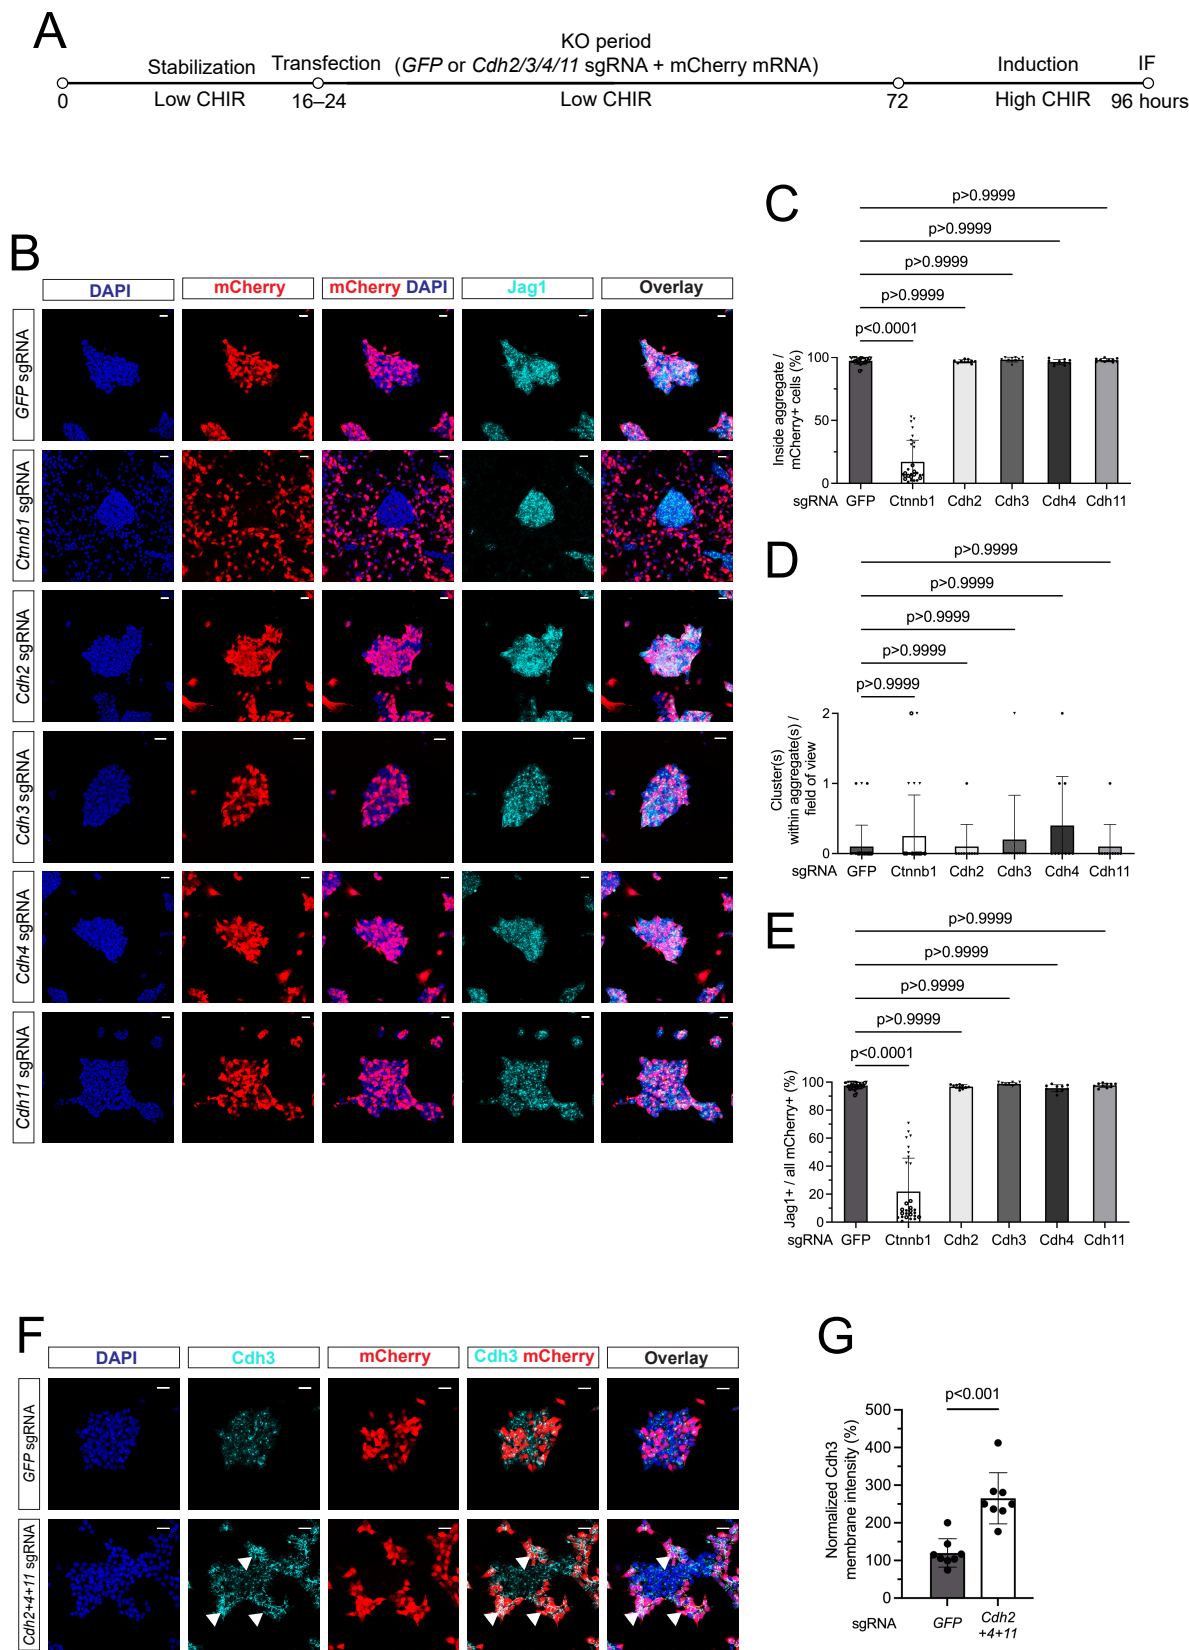

**Fig. S6. Individual cadherin removal does not influence high CHIR-dependent cell aggregation or induction of transcriptional targets**

(A) Schematic of the experimental protocol to investigate the effects of individual removal of Cdh2, Cdh3, Cdh4 or Cdh11 from E16.5 NPC cultures in high CHIR conditions.

(B) Representative images of negative CTRL GFP sgRNA, positive CTRL  $\beta$ -catenin-KO and individual cadherin KO in E16.5 NPC culture in high CHIR: DAPI, nuclei; mCherry<sup>+</sup>, transduced NPCs, Jag1<sup>+</sup>, induced NPCs. Scale bars are 25  $\mu$ m.

(C–D) Quantification of changes in cell clustering of transduced NPCs. (C) percentage of transfected cells within aggregates. (D) number of within cell aggregate clusters of transfected NPCs. Biological replicates are represented by different symbol shapes and technical replicates are highlighted by different fill colors. Statistical analysis using a Kruskal-Wallis test.

(E) Percentage of Jag1<sup>+</sup> transfected NPCs in cadherin KOs. Biological replicates are represented by different symbol shapes and technical replicates are highlighted by different fill colors. Statistical analysis using a Kruskal-Wallis test.

(F) Representative images of Cdh3 IF staining GFP sgRNA and  $\beta$ -catenin-KO showing elevated membrane intensity of Cdh3 (cyan) on Cdh2, Cdh4 and Cdh11. Scale bars are 25  $\mu$ m.

(G) Quantification of the membrane intensity of Cdh3 in CTRL and Cdh2, Cdh4 and Cdh11 KO cells. Mann-Whitney test.

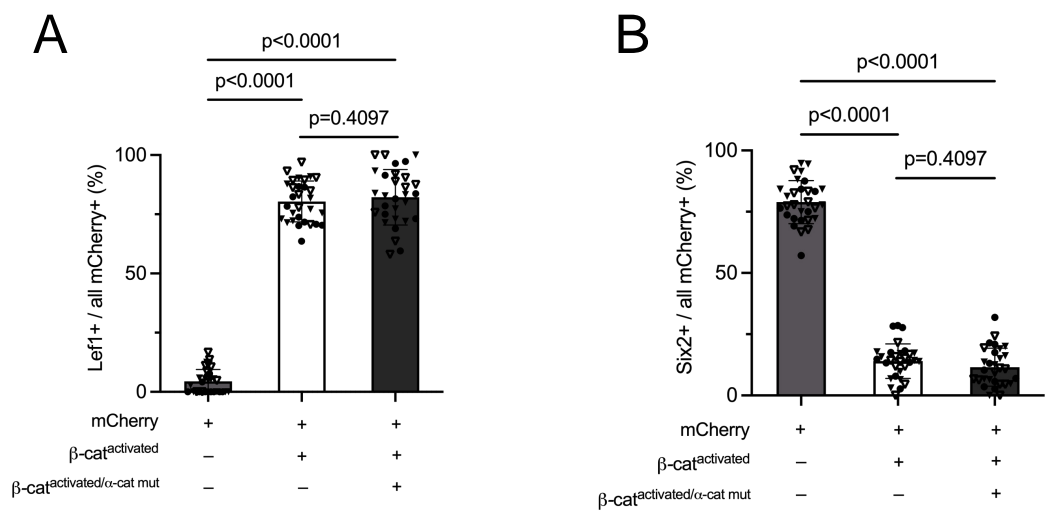

**Fig. S7. Quantification of induction after introducing functionally altered  $\beta$ -catenin variants to NPCs**

(A) Quantification of induction by Lef1 expression percentage of NPCs after the transfection of mutated  $\beta$ -catenin forms corresponding to Fig. 7B. Ordinary one-way ANOVA. 2 biological replicates (different symbol shapes), 1–2 technical replicates (different fill colors of symbols).

(B) Quantification of self-renewal associated Six2 expression percentage of NPCs after the transfection of mutated  $\beta$ -catenin forms corresponding to Fig. 7B. Ordinary one-way ANOVA. 2 biological replicates (different symbol shapes), 1–2 technical replicates (different fill colors of symbols).

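Table S1 lists the genes that the authors called between groups for these libraries. For low against high CHIR in CTRL the text of the table analysed here holds 1805 entries of 2507, so no overlap was computed on it. The authors' deposited table of that comparison holds 2507 entries for 2494 genes, 1336 of the genes with a positive log2 fold change (higher in low CHIR) and 1158 with a negative one. Of its genes, 1652 were also called by limma, and all 2408 that were tested changed in the same direction. For CTRL against α-catenin KO and against QCKO in high CHIR, the authors' deposited tables at an adjusted p under 0.05 hold 1 entry each. Their tables at an unadjusted p under 0.05 hold 1316 genes for α-catenin KO and 1789 genes for QCKO. In low CHIR the authors' deposited tables hold 1 gene each, *Ctnna1* (log2 fold change 1.31, higher in CTRL) and 6030452D12Rik (log2 fold change −5.00, higher in QCKO). From the normalized counts, 6030452D12Rik (ENSMUSG00000054069) had 75.8 ± 25.0 in QCKO (SD, n = 2) and no more than 3 reads in any CTRL library in low CHIR, at least 23.3-fold higher in QCKO (adjusted p = 0.0497 from limma with Benjamini-Hochberg adjustment). It was the 1 gene called of 16516, with 266 genes at an unadjusted p under 0.05. The call was lost when any of the 3 CTRL libraries was left out, and its adjusted p over the alternatives ran from 3.6e-06 to 1.0.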

**Table S1.** Summary table of bulk RNA-sequencing data corresponding to Fig. 8.

Available for download at  
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202303#supplementary-data>

**Table S2.** Details of sgRNA manufacturers and sequences, and primary and secondary antibodies, mutated  $\beta$ -catenin forms.

Available for download at  
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202303#supplementary-data>

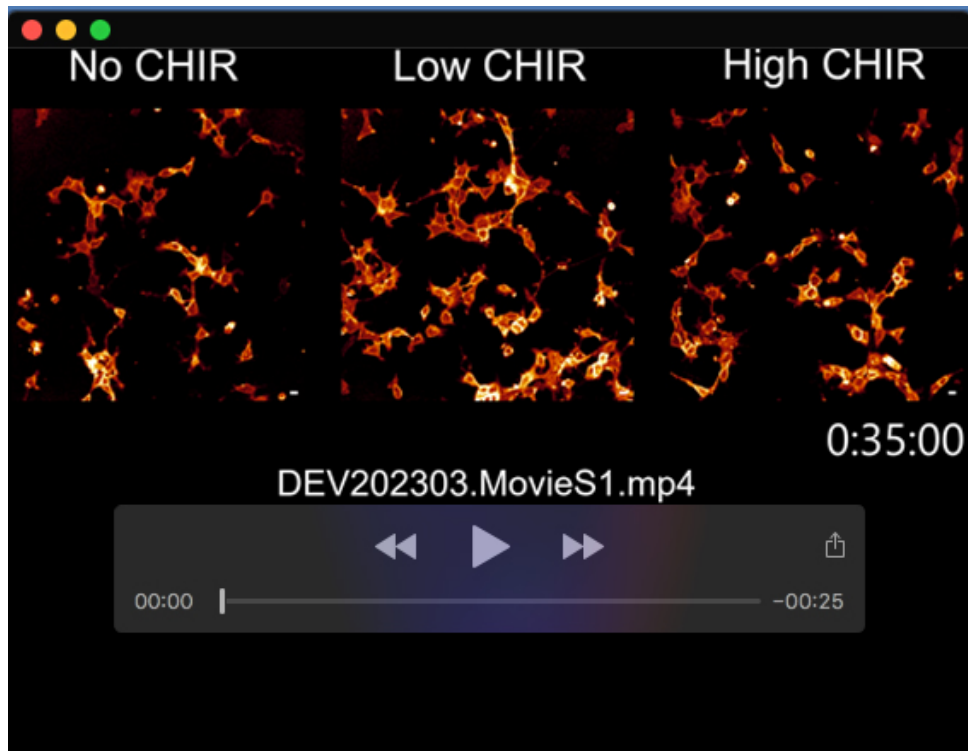

**Movie 1.** Timelapse recordings showing individual NPC behavior in no (0  $\mu\text{M}$ ), low (1.25  $\mu\text{M}$ ) and high (5  $\mu\text{M}$  CHIR) conditions: Fig. S1 shows snapshots from this video data. NPCs are isolated from mT/mG mice and show membrane tdTomato reporter activity. Scale bars are 10  $\mu\text{m}$ .

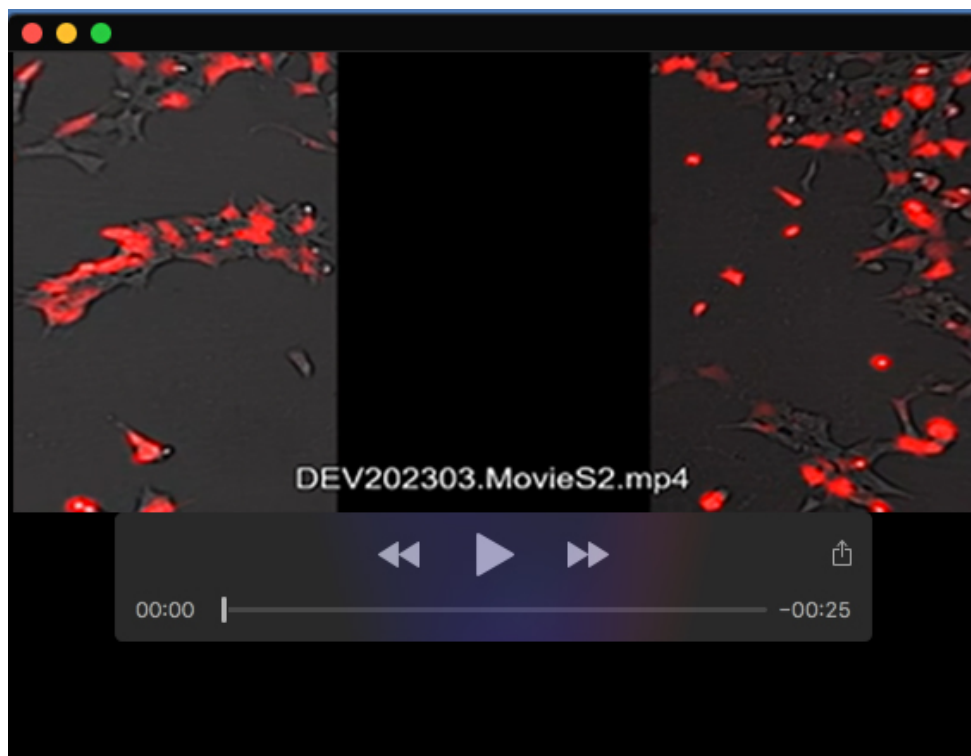

**Movie 2.** Timelapse recordings showing NPC cell sorting comparing mCherry transfected NPCs (red) receiving either GFP sgRNA (CTRL) or *Ctnnb1* sgRNA ( $\beta$ -catenin-KO). mCherry signal is projected on the brightfield channel. Recording covers 24 h period following addition of high CHIR. Scalebars are 100  $\mu\text{m}$ .

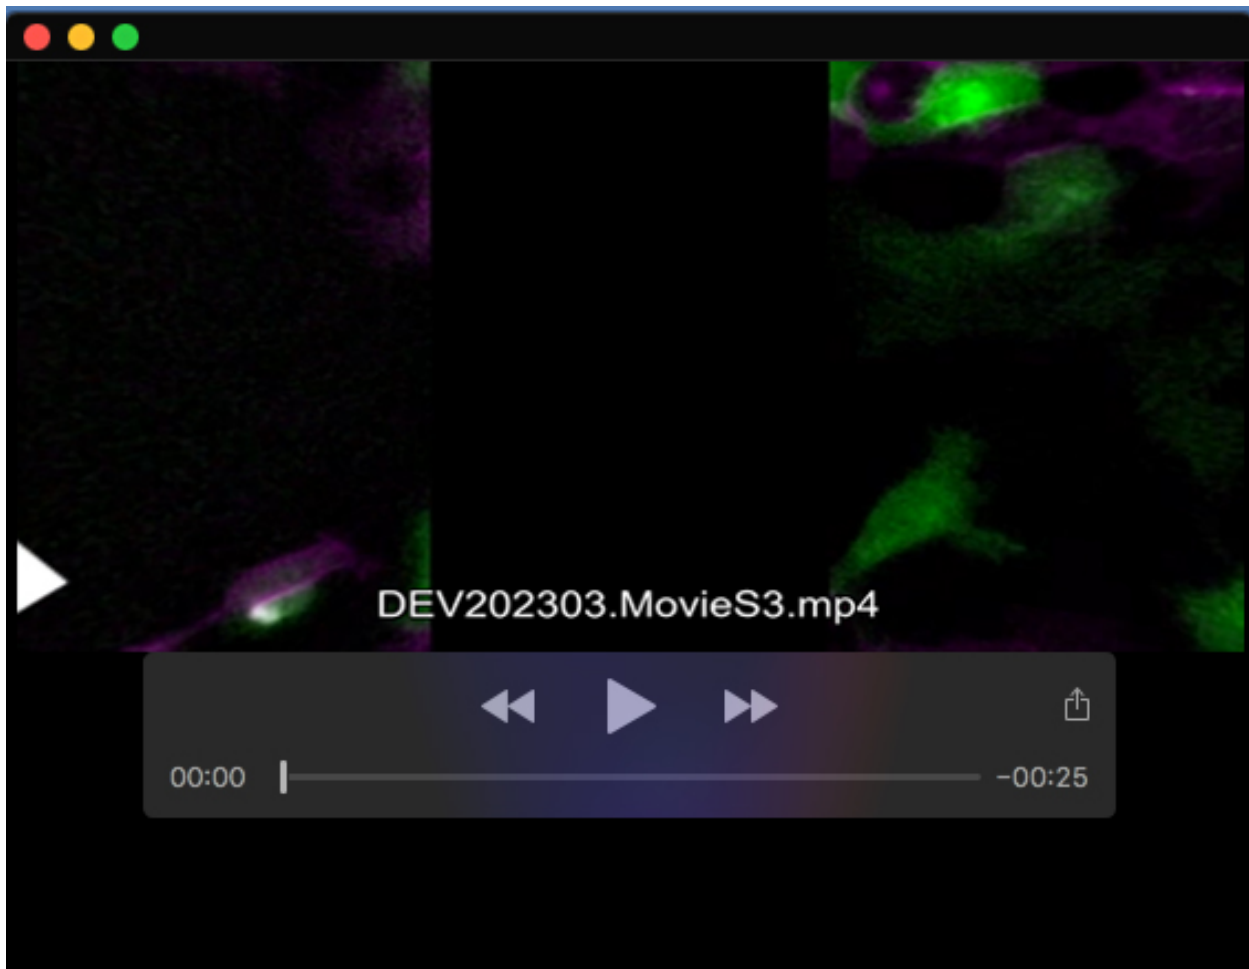

**Movie 3.** Timelapse recordings showing high-resolution views of cell sorting by  $\beta$ -catenin-KO cells in high CHIR (views related to Figure S2C). Non-transfected cells are magenta and transfected NPCs are green. Arrows highlight representative cellular events. Scalebars are 10  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

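Messenger RNA was measured in 20 libraries of mouse NPCs in 8 groups (CTRL, α-catenin KO, QCKO and β-catenin KO, each in low and high CHIR), after a knockout period of 48 h and a further 24 h in 1.25 or 5 µM CHIR. The authors sequenced paired-end reads from sorted mCherry+ cells. The paper does not state the aligner, the counting program, the genome build or the annotation, and refers to earlier work for methods. Groups, CHIR concentrations and culture dates were taken from the sample labels and Table S1. Libraries with the same replicate number share a culture date.

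The signal values of the table of 31130 genes are read counts that the authors divided by 1 size factor per library before they deposited them. It was checked that every value is a whole multiple of the library's smallest step. Multiplying back gave read counts for the count-based tests. In 2 libraries (β-catenin KO low CHIR replicate 2 and α-catenin KO high CHIR replicate 3) the size factor is so close to 1 that this check is less telling, and their recovered reads rest on the same pattern as in the other libraries. The authors' tables of comparisons list log2 ratios, p-values and adjusted p-values from DESeq2 for the genes past their thresholds, positive where CTRL or low CHIR is higher. Gene symbols were taken from those tables, so 4316 genes have a symbol, of which 3924 were tested in the 14 libraries without β-catenin KO. Genes with a symbol were thus selected for a difference in one of the authors' comparisons. The reference tables used here do not pair Ensembl identifiers with symbols, and no genome positions are given because the build is not stated.

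Values were analysed as log2(normalized count + 1) in R 4.3.3 with limma 3.58.1 (moderated statistics with a mean-variance trend, 1 mean per group, Benjamini-Hochberg adjustment). Genes needed a mean normalized count of at least 10 over the libraries in the fit. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 0.5. Differences between responses to CHIR were tested as interaction terms. Principal components and Euclidean distances used the 500 most variable genes. Group distances and single targeted genes were compared by exact permutation tests, for which 2 libraries against 3, or 3 against 3, give 10 splits and no p under 0.10. Slopes between responses are least-squares slopes through 0 across genes and carry no test.

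The design, the gene lists, the tests and most alternatives were set before the data were examined. The alternatives were no filter on low values, a mean of at least 100, pseudocounts of 0.25 and 5, a log2 fold change over 1, quantile normalization, only the groups compared, all 20 libraries, the culture date as a block, edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0 (Wald test) on recovered reads, and leaving out each library in turn. For the high CHIR comparisons of α-catenin KO and QCKO, an adjusted p under 0.5 was also used, as printed in the text of the paper. A DESeq2 fit with all 20 libraries and all genes, and leaving out libraries for the slopes, components, distances and the Wnt list, were added after seeing the data.

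The genes named were set by a rule. They are the genes the paper names for these data, every called gene where a comparison calls 10 or fewer, otherwise the 5 largest changes each way among called genes with a symbol, a mean of at least 100 and no overlap between libraries, and the Wnt-responsive genes where that list is reported. A gene named outside the rule is said to have been chosen after its values were seen. Of the lists, the self-renewal (7 of 7) and induction genes (9 of 9) of the paper have identifiers. The others fall under the 80% needed for a test, with 50.0% of the Wnt-responsive genes, 77.8% of the cadherins, 46.2% of ureteric epithelium markers, 10.0% of stroma markers, 12.5% each of endothelium and leukocyte markers, 25.0% of interferon response genes and 60.0% of p53 response genes. Of the 7 cadherins with an identifier, 6 were called between high and low CHIR in CTRL over all genes (3 higher, 3 lower) and 7 adjusted over the list alone. The paper names these cadherins from such data, so the latter is not independent evidence.

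Pairing by culture date was checked as the correlation, across genes, of a low and a high CHIR library's deviations from their group means. It ran from 0.0474 to 0.721. Genes are not independent replicates, so it carries no test. The calling was tested on simulated data with the group sizes of QCKO against CTRL and of the CTRL comparison. For the CTRL comparison limma recovered 0 of 200 genes at a log2 fold of 1 and 147 of 200 at a log2 fold of 2 (14 false calls), and DESeq2 recovered 57 and 161 (11 and 41 false calls). The libraries carried no molecular barcodes in the files, so limits given from counts cover counting error only. A gene at or under 3 reads in each library of a group is taken as at the limit of detection. The copy of Table S1 used here holds part of its entries and was not tested for overlap. Fig. 4A shows another dataset, which is not analysed here. All 20 libraries were used.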

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

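The tests of technical explanations here were chosen after the results were seen, except the regroupings of the response to CHIR in β-catenin KO.

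The paper does not list differentially expressed genes for β-catenin KO. In high CHIR, 1757 genes differed from CTRL (limma, Benjamini-Hochberg adjustment), 1280 higher and 477 lower. Of the 10 splits of the 6 libraries, 1 gave as many genes, the real one, and no other split gave any. A share under 0.1 cannot arise from 3 libraries against 3. The number depended on single libraries, with 3060 genes without CTRL replicate 1, 1009 without CTRL replicate 2 and 863 without β-catenin KO replicate 1. Quantile normalization shifted the median of all genes by −0.11 (log2) in this comparison and gave 60.0% higher genes in place of 72.9%, so the excess of higher genes depends in part on the scaling. *Six2* was higher in β-catenin KO by a log2 fold of 2.88, *Meox2* by 5.42 and *Osr1* by 4.26. *Tafa4* (324 ± 166 against 2.40 ± 1.41 normalized counts, SD, n = 3 each) had the lowest adjusted p (1.3e-06, limma). Chance cannot be told apart by this count alone, because the design allows no lower share.

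In low CHIR, 11 genes differed between β-catenin KO and CTRL, all higher in β-catenin KO, with 1145 at an unadjusted p under 0.05. *Mmp9*, *Cd200*, *Serpinb8*, *Npl* and *Ccdc80* met the rule for naming. Among the 10 splits 1 gave as many genes, and no other split gave any. The number was 53 without β-catenin KO replicate 1 and 0 without replicate 2, so single libraries decide it. It was also larger with the culture date as a block or with DESeq2, and 0 with only the groups compared.

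High against low CHIR called 3 genes within β-catenin KO, *Mmp9* (log2 fold change 3.84), *Sst* (−4.06) and *Apom* (−2.22). Among the 10 splits 2 gave as many genes, and the other one gave 86. It joins low CHIR replicates 1 and 3 with high CHIR replicate 1. Among the 4 splits that part all 3 culture dates, the real one alone gave any gene. With the culture date as a block 40 genes were called.

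The response to CHIR differed between β-catenin KO and CTRL for 112 genes by the interaction term (limma, Benjamini-Hochberg adjustment). Of 100 regroupings of the libraries, the real one included, 11 gave as many genes, and the largest gave 1571. In 54 of them most knockout labels were kept in one CHIR level and exchanged in the other, which carries the difference between β-catenin KO and CTRL into this term, and 7 of the 11 were among these. The regroupings therefore do not decide whether the number arises by chance. With the differences between high and low CHIR of whole cultures, added later, 327 genes were called, and among the 10 splits of the 6 cultures 1 gave as many, the real one, and no other split gave any. A share under 0.1 cannot arise from 3 cultures against 3. The largest terms by the rule were *Ch25h* (7.53) and *Ntsr1* (6.88) among the higher and *Ntsr2* (−6.07) and *Psd2* (−5.04) among the lower. *Ntsr1* in CTRL high CHIR and *Ntsr2* in CTRL low CHIR were at the limit of detection, so their terms are not exact. Over the alternatives they ran from 4.63 to 10.29 and from −8.32 to −4.83. The calls of *Ntsr2* and *Psd2* were lost under 9 and 11 alternatives.

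The β-catenin KO libraries differed from each other in Wnt-responsive genes. In low CHIR, *Axin2* had 14.0, 559.7 and 384 normalized counts in replicates 1, 2 and 3, and 39.3, 71.5 and 61.4 in CTRL of the same dates. *Notum* had 1.07, 561.7 and 325, against 3.57, 6.499 and 5.29 in CTRL. In high CHIR, *Axin2* had 18.5, 743 and 687 in β-catenin KO. With genes at the limit of detection set to their bounds, the median log2 difference of the Wnt-responsive genes from CTRL of the same date was −0.63 in replicate 1 (5 genes), 3.06 in replicate 2 and 2.80 in replicate 3. Several explanations are argued against by the tables. For the culture date, the largest slope of a CTRL low CHIR library along the response to CHIR was 0.0683, against 0.286 and 0.324 in β-catenin KO replicates 2 and 3. For a mislabelled knockout, replicates 2 and 3 lay at least 56.8 from any library of another knockout, where the largest distance to the nearest library in the other groups was 33.1. For exchanged CHIR labels, the lowest slope of a replicate's response on that of CTRL was 0.188, where an exchange would make it negative. For the authors' size factors, the median difference was at least 2.72 under quantile normalization or TMM.

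A mixture with induced CTRL cells is argued against as the whole cause for the Wnt-responsive genes. The lowest share of CTRL high CHIR cells that one of the 5 genes raised by CHIR needs was 0.584 in replicate 2 and 0.333 in replicate 3. Of the other genes raised by CHIR, 66.0% and 47.0% needed under 0.5 times that share, against at most 22.3% and 29.3% in mixtures made at that share from low CHIR libraries of CTRL or β-catenin KO and high CHIR libraries of CTRL of other dates. This test was the third one tried. By the one before it, the Wnt-responsive genes would need a median share of 1.007 in replicate 2 and 0.467 in replicate 3 of CTRL high CHIR cells, against 0.121 and 0.179 for all genes raised by CHIR, and a share of 0.0218 and 0.0946 of 10000 random sets of raised genes needed as much, which does not decide. A mixture as part of the cause stays open. For the other genes raised by CHIR, raised and lowered genes need shares that differ by at most 0.0433, which a mixture predicts. Cells of another type cannot be told apart, because the marker list with the most identifiers has 46.2% of them. Cells in which *Ctnnb1* was left unedited would sit at the CTRL level of the same date. The Wnt-responsive genes lay above it by a median log2 of 3.06 in replicate 2 (from −0.11 to 6.23) and 2.80 in replicate 3 (from −0.23 to 5.70). For these genes that argues against incomplete editing alone. The extent of editing, and edits that leave a functional or altered protein, may still differ between cultures. That was not tested, since counts per gene hold no sequence and the authors' tables pair no identifier with *Ctnnb1*.

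6030452D12Rik, which the paper's text does not discuss, was at least 23.33-fold higher in QCKO than in CTRL in low CHIR. The QCKO libraries had 58.1 and 93.5 normalized counts. The culture date is argued against, since the highest value in another low CHIR library of the 2 dates was 8.01. QCKO in high CHIR had 19.3 and 20.6, and CTRL in high CHIR between 3.13 and 11.8. Reads of a neighbouring or overlapping gene cannot be told apart, because the reference gene table has 0 records of this gene. A biological effect of losing the cadherins stays open and was not tested.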

How the results depend on the processing

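Across 118 results, 2007 values were computed under the alternatives, and 1767 kept their direction, their side of the threshold or their size. Of the others 93 were weaker, 12 stronger, 114 moved and 21 reversed. Among single genes (92 results) 93 values were weaker, 67 of them with a library left out, 9 stronger, 14 moved and 17 reversed. No call is given where leaving out a library leaves 1 in a group, as in high against low CHIR in α-catenin KO and QCKO. Where no cause is given for a change, the cause was not tested. The DESeq2 fit with all 20 libraries and all genes, and the fits without single libraries for slopes, components, distances and the Wnt list, were chosen after seeing the data.

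With only the groups compared in the fit, fewer libraries estimate the spread. High against low CHIR then called 761 genes in CTRL, 1855 in QCKO and 0 in β-catenin KO. β-catenin KO against CTRL called 240 in high and 0 in low CHIR, QCKO against CTRL in low CHIR 0, and the response of β-catenin KO against CTRL 50.

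With the culture date as a block, high against low CHIR called 1186 genes in α-catenin KO, 1278 in QCKO and 40 in β-catenin KO. β-catenin KO against CTRL called 2881 in high and 74 in low CHIR, and its response differed for 400. α-catenin KO against CTRL in low CHIR called 1 and QCKO against CTRL in low CHIR 0. High against low CHIR in CTRL called 2556.

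A DESeq2 Wald test on recovered reads called 4 genes for α-catenin KO and 7 for QCKO against CTRL in high CHIR, 1 for α-catenin KO and 2 for QCKO in low CHIR (6030452D12Rik and *Matn1*), 1095 and 1229 for high against low CHIR in α-catenin KO and QCKO, 189 for β-catenin KO against CTRL in low CHIR, 51 for high against low CHIR in β-catenin KO and 328 for its response against CTRL. With all 20 libraries and all genes it called 1 for α-catenin KO and 1 for QCKO in high CHIR, 1 for α-catenin KO in low CHIR, 165 for β-catenin KO in low CHIR, 53 for high against low CHIR in β-catenin KO and 333 for its response. In simulated counts DESeq2 made more false calls than limma.

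An adjusted p under 0.5 gave 5 genes for α-catenin KO and 1 for QCKO in high CHIR. With all 20 libraries in the fit, α-catenin KO against CTRL in low CHIR called 1. With a mean of at least 100, which leaves fewer genes, QCKO against CTRL in low CHIR called 0 and high against low CHIR in QCKO 540. A pseudocount of 0.25 gave 0 for QCKO in low CHIR. A log2 fold change over 1 gave 1117 genes for β-catenin KO against CTRL in high CHIR. With no filter on low values, high against low CHIR in β-catenin KO called 7.

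With each library left out in turn, high against low CHIR in CTRL called from 1053 to 2986 genes (2986 without high CHIR replicate 1). β-catenin KO against CTRL called from 863 to 3060 in high CHIR and from 0 to 53 in low CHIR (53 without β-catenin KO replicate 1). High against low CHIR in β-catenin KO called from 1 to 4, and its response against CTRL from 46 to 207. QCKO against CTRL in low CHIR called 0 without each CTRL library.

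PC1 held 36.6% of the variance with all genes, 48.8% with 1000 genes, 57.1% with a pseudocount of 5 and 58.1% with variance-stabilized values, and from 50.4% to 57.6% with each library left out. PC2 held 12.5%, 18.96% and 18.4% with all genes, 1000 genes and variance-stabilized values, and from 16.2% (without β-catenin KO low CHIR replicate 2) to 23.9%. The slope of α-catenin KO on CTRL was 1.009 with genes called in QCKO and from 0.747 to 0.985 with each library left out. That of QCKO was 1.04 with genes called in α-catenin KO and from 0.794 to 0.992. Both lowest values were without CTRL high CHIR replicate 1. That of β-catenin KO ran from 0.104 to 0.370.

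The distance of α-catenin KO from CTRL in high CHIR ran from −3.86 to 0.431 with each library left out, that of QCKO from −3.73 to 1.26 (0.844 without CTRL replicate 1), and that of QCKO in low CHIR was 0.256 with the culture date removed. The Wnt-responsive genes fall short of the members needed for a test of a list. The p of limma's fry, a rotation test, for them in QCKO in high CHIR was 0.26, and was 0.0491 with the block and from 0.0361 to 0.254 with a CTRL library left out. In low CHIR it was 0.0928, and 0.0282 without *Lef1*. limma's camera test gave 0.11 and 0.0607 with a preset correlation, and 0.17 and 0.11 with an estimated one, in high and low CHIR.

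Among single genes the log2 fold change of QCKO against CTRL in high CHIR changed sign for *Cdh2* (0.084 without CTRL replicate 1), *Cdh3* (−0.15 with the block, −0.10 without CTRL replicate 2), *Cdh4* (−0.00070 without CTRL replicate 3, −0.27 without QCKO replicate 2), *Sp5* (0.19 without CTRL replicate 3, 0.44 without QCKO replicate 2) and *Lgr5*. *Lgr5* was at 0.11 with the block, 0.0043 with edgeR, 0.012 and 0.024 with the DESeq2 fits, 0.0087 without CTRL replicate 3 and 0.42 without QCKO replicate 2. In low CHIR it changed sign for *Cdh3* (−0.00030 without CTRL replicate 1) and *Cdh4* (0.16 without QCKO replicate 2). With each library left out, these log2 fold changes ran from −0.57 to 0.084 for *Cdh2*, up to 0.35 for *Cdh4* and down to −0.87 for *Sp5* and −0.52 for *Lgr5* in high CHIR, and up to 0.74 for *Cdh3* and down to −0.32 for *Cdh4* in low CHIR. *Lef1* in high against low CHIR in β-catenin KO was at −0.56 without low CHIR replicate 1 and −0.15 without high CHIR replicate 3, and at up to 1.56 without high CHIR replicate 1.

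The depth of 18124772 reads or more per library limits genes near 3 reads, for which folds are bounds. Small changes can be missed in the knockout comparisons. In counts simulated with the group sizes of QCKO against CTRL, limma recovered 0 of 200 genes at a log2 fold of 1. At a log2 fold of 2 it recovered 140 of 200. DESeq2 recovered 48 of 200 at a log2 fold of 1, with 16 false calls, so this limit depends on the method too.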

Differences from the paper's values

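For α-catenin KO against CTRL in high CHIR, the paper gives 1 differentially expressed gene, *Ctnna1*, and limma gave 0. None of the 15 alternatives set before the data were examined closed the gap, with 0 genes under 13 of them, 4 with a DESeq2 Wald test on recovered reads of the 14 libraries and 5 at an adjusted p under 0.5. *Ctnna1* was among the genes in both of the latter (adjusted p 0.0033 with DESeq2 and 0.47 with limma; range over all alternatives 0.0033 to 0.98). A DESeq2 fit with all 20 libraries and all genes, chosen after seeing the values, called 1 gene, *Ctnna1* (adjusted p = 0.0059). Its log2 fold change of −1.078 and this adjusted p equal the authors' deposited values, whose sign is reversed. The gap therefore lies in the choice of test, libraries and genes.

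For QCKO against CTRL in high CHIR, the paper gives 1 differentially expressed gene, *Rasl11a*, and limma gave 0. Of the 15 alternatives set before the data were examined, 14 did not close the gap. An adjusted p under 0.5 gave 1 gene, which was *Cxcl12* and not *Rasl11a*. The DESeq2 Wald test on recovered reads of the 14 libraries gave 7 genes with *Rasl11a* among them (adjusted p = 0.0019; range over all alternatives 0.0019 to 0.84). The DESeq2 fit with all 20 libraries and all genes, chosen after seeing the values, called 1 gene, *Rasl11a* (adjusted p = 0.0022). Its log2 fold change of 1.699 and this adjusted p equal the authors' deposited values, whose sign is reversed.

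PC1 held 53.4% of the variance, against the paper's 36%. This share was 36.6% with all genes with a mean normalized count of at least 10. With a pseudocount of 5 it was 57.1%, and with variance-stabilized values it was 58.1%. PC2 held 21.3%, against the paper's about 13% in Fig. 8B, read by eye. The share of PC2 was 12.5% with all genes with a mean normalized count of at least 10. It was 18.96% with the 1000 most variable genes. With values transformed by DESeq2's variance stabilization it was 18.4%, and with a pseudocount of 5 it was 19.9%.

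The adjusted p limit is printed as 0.5 in the text of the paper's results and as 0.05 in its methods and in Table S1, and the log2 fold change limit as 0.5 in the text of the results and 1 in the methods.

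The authors' deposited table lists *Cdh1* as differentially expressed between low and high CHIR in CTRL. Its log2 fold change of high against low CHIR was −1.95 here, and it was not called (adjusted p = 0.18, limma with Benjamini-Hochberg adjustment). For low CHIR, their deposited table lists *Ctnna1* between CTRL and α-catenin KO, which limma did not call over the 14 libraries. It was called with all 20 libraries, with the culture date as a block and by DESeq2.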

Other observations

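The tests below were chosen after the results were seen.

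Between high and low CHIR in CTRL, 1 of the 10 splits of the 6 libraries gave as many genes as the real one, which was the real one itself, and the next largest gave 308. No share under 0.1 can arise from this design. Chance is argued against by libraries that took no part in the choice of genes. The test used the 761 genes called with only the 6 CTRL libraries in the fit. Their slope on the response of CTRL was 0.973 in the 8 α-catenin KO and QCKO libraries. Of the 35 splits of these 8 libraries, the real one alone gave as large a slope, sign ignored (the next largest was −0.545). A response to CHIR, the difference the design sets on each culture date, stays as a hypothesis.

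The log2 fold changes of α-catenin KO and QCKO against CTRL in high CHIR went together, with a correlation across 16516 genes of 0.732 and the same sign in 80.2% of them. Genes are not independent replicates. Both comparisons use the same 3 CTRL libraries, which gives a correlation by itself. In 20 simulations without any effect it was 0.553 on average, from 0.534 to 0.576. With α-catenin KO replicate 1 and QCKO replicate 2 each set against the CTRL library of its own date, it was 0.0064. Over 6 ways of giving the comparisons separate CTRL libraries it ran from −0.0431 to 0.325, with a median of 0.202. In low CHIR the correlation was 0.349, under the 0.509 of the simulations. Shared control libraries are a candidate explanation for part of the correlation. What lies above the simulated range stays open.

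After that correlation was seen, α-catenin KO and QCKO were joined and set against CTRL in high CHIR. limma called 0 genes (2068 at an unadjusted p under 0.05), as it did with the culture date as a block (2656), and edgeR called 0. DESeq2 called 24 genes, 21 of them higher in the knockouts. Without CTRL replicate 1 limma called 394 genes, and without CTRL replicate 2 or 3 it called 0, so a single library decides. With 1 mean for both knockouts in the fit of 14 libraries, 2386 genes had an unadjusted p under 0.05, and 2 of the 35 splits of the libraries gave as many. The other one sets CTRL replicates 2 and 3 with α-catenin KO replicate 1 apart and gave 2821. The lowest adjusted p was 0.13 (limma), for *Serpinb7*, *Cxcl12*, ENSMUSG00000032327 and *Cpm*, which were chosen after their values were seen. The knockout and CTRL libraries did not overlap for 1545 genes (9.36%), where chance gives 5.71%.

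CTRL high CHIR replicate 2 had a normalized total of 28329411, where the other 19 libraries lay between 20081901 and 23674964. The authors' size factor cannot be told apart. Genes with a mean of at least 100 differed from the other CTRL high CHIR libraries by a median log2 of −0.11, but a size factor taken from the median gene would set such a median near 0 in advance. Among the other libraries of its date the largest total was 21986502. The 50 most abundant genes held 34.5% of the excess, so a few genes do not account for it. Sequencing depth is argued against by the library with the most recovered reads, whose normalized total was 22311524. The 500 most abundant genes were raised by a median log2 of 0.46. No biological explanation was tested.

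*Krt23*, which rose with CHIR in CTRL, had 421 ± 237 normalized counts in CTRL, 877 ± 29.0 in α-catenin KO, 1176 ± 820 in QCKO and 2065 ± 1817 in β-catenin KO in high CHIR (SD, n = 3, 2, 2 and 3). In β-catenin KO it already had 1731 ± 1890 in low CHIR (SD, n = 3), from 5.37 to 3750.3. Its high CHIR libraries there ran from 20.8 to 3494.5. The high CHIR mean in β-catenin KO is therefore not a measure of a response to CHIR.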
